# ERRα mediates metabolic adaptations driving lapatinib resistance in breast cancer

**DOI:** 10.1038/ncomms12156

**Published:** 2016-07-12

**Authors:** Geneviève Deblois, Harvey W. Smith, Ingrid S. Tam, Simon-Pierre Gravel, Maxime Caron, Paul Savage, David P. Labbé, Louis R. Bégin, Michel L. Tremblay, Morag Park, Guillaume Bourque, Julie St-Pierre, William J. Muller, Vincent Giguère

## Abstract

Despite the initial benefits of treating HER2-amplified breast cancer patients with the tyrosine kinase inhibitor lapatinib, resistance inevitably develops. Here we report that lapatinib induces the degradation of the nuclear receptor ERRα, a master regulator of cellular metabolism, and that the expression of ERRα is restored in lapatinib-resistant breast cancer cells through reactivation of mTOR signalling. Re-expression of ERRα in resistant cells triggers metabolic adaptations favouring mitochondrial energy metabolism through increased glutamine metabolism, as well as ROS detoxification required for cell survival under therapeutic stress conditions. An ERRα inverse agonist counteracts these metabolic adaptations and overcomes lapatinib resistance in a HER2-induced mammary tumour mouse model. This work reveals a molecular mechanism by which ERRα-induced metabolic reprogramming promotes survival of lapatinib-resistant cancer cells and demonstrates the potential of ERRα inhibition as an effective adjuvant therapy in poor outcome HER2-positive breast cancer.

## Abstract (web summary)

Despite initial benefits in treating HER2-positive breast cancer patients with lapatinib, resistance is prevalent. Here the authors show that lapatinib resistance can be ascribed to mTOR-mediated re-activation of ERRα and to the consequent induction of a metabolic adaptation.

The overexpression and aberrant activation of receptor tyrosine kinase (RTK) signalling pathways constitute a prominent driver of human breast cancer progression^1^,^2^. Lapatinib (Tykerb) is a dual epidermal growth factor receptor (EGFR)/human EGFR-2 (HER2) tyrosine kinase inhibitor (TKI) approved for patients with HER2-amplified breast tumours presenting with metastatic lesions^3^. Despite initial benefits of lapatinib treatment in breast cancer patients, resistance inevitably develops^4^. While several studies indicate that the EGFR/HER2 and downstream AKT/PI3K and ERK/MAPK signalling pathways often remain inhibited by RTK inhibitors in resistant cells, alternative redundant signalling routes are instead engaged and converge on re-activation of common downstream effectors^5^,^6^,^7^. Proposed bypassing routes include the activation of kinases downstream of β1 integrin^8^,^9^, stimulation of the mechanistic target of rapamycin (mTOR) complex 1 (mTORC1)^10^,^11^,^12^,^13^ and enhanced autocrine mitogenic signalling^14^,^15^,^16^,^17^,^18^. While these observations suggest that reactivation of RTK or of alternative signalling routes may restore the proliferative potential of lapatinib-treated breast cancer cells, the downstream effects responsible for conferring resistance to lapatinib remain unknown.

The metabolic status of cancer cells impacts on their response to drugs. Indeed, targeting glycolysis sensitizes HER2-positive cells to HER2 inhibition by Herceptin treatment^19^ and the redox status can predict the response to HER2-inhibiting drugs in breast cancer cells^20^. Furthermore, lapatinib-resistant breast cancer cells display upregulation of genes controlling the glucose deprivation response network, suggesting a potential influence of the metabolic state of the cell in the response to lapatinib^21^. However, the specific signalling pathways and transcriptional regulators responsible for the metabolic adaptations contributing to lapatinib resistance in breast cancer cells are undefined.

Oestrogen-related receptor α (ERRα, NR3B1), an orphan member of the superfamily of nuclear receptors^22^, is a master regulator of cellular energy metabolism in both normal and cancer cells^23^,^24^,^25^. ERRα expression positively correlates with HER2 status and with poor prognosis in breast tumours^26^,^27^, and we recently showed that it contributes to ERBB2-dependent mammary tumorigenesis in mice^28^. Mechanistically, EGF has been shown to induce the recruitment of ERRα to the promoter of the *TFF1* gene^29^, while signals from HER2 impact on ERRα transcriptional activity^30^,^31^. These observations suggest that ERRα could participate as a downstream effector of mitogenic signals to mediate the metabolic adaptation of HER2-positive breast cancer cells and subsequently in their response to lapatinib.

Here we explore the hypothesis that ERRα acts as an effector of mitogenic signalling responsible for metabolic adaptations of breast cancer cells and further provide evidence of its implication in the therapeutic response and resistance to the RTK inhibitor lapatinib.

## Results

### Growth factor-dependent activity of ERRα in breast cancer cells

We previously showed that ablation of ERRα significantly delays ERBB2-induced tumour development in mice and lowers the levels of the ERBB2 amplicon transcripts^28^. To further investigate the interplay between RTK signalling and ERRα activity in breast cancer, we quantified the level of ERRα-positive nuclear staining in breast tumour samples from various subtypes using a specific antibody for ERRα (Supplementary Fig. 1a) and observed that the HER2-positive/oestrogen receptor-negative tumours express the highest level of ERRα-positive nuclei with a median expression of 90% (Fig. 1a, one-way analysis of variance *P* value=0.0487).

We then considered whether RTK signalling impacts on the genetic programmes regulated by ERRα in breast cancer cells. Serum-starved ERBB2-positive SKBr3 breast cancer cells were exposed to EGF or heregulin (HRG) to activate HER2 through EGFR/HER2 and HER2/HER3 signalling routes, respectively. 

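SKBr3 cells were kept for 24 h in serum-depleted medium and treated for 90 min with 100 μM EGF, 100 μM HRG or vehicle. For each condition, 2 ERRα ChIP libraries and 1 input library were sequenced. The authors aligned the reads to hg19 (GRCh37) and called peaks with MACS against the input at a P value cutoff of 1e-05. They deposited 1 peak list per condition, in which the 2 ChIP libraries are pooled, so the lists hold no spread between replicates and no change could be tested. The lists hold no tag counts, and the read depth behind each list is unknown. Each peak carries the authors' own score, which MACS computes as −10 log10 of the P value and which was used only to describe, rank or filter peaks within a list. The median peak width was 1405 bp on vehicle, 1396 bp on EGF and 1401 bp on HRG. The vehicle peaks covered 58.1 Mb, the EGF peaks 57.9 Mb and the HRG peaks 67.9 Mb. Peaks of different lists that overlapped by at least 1 bp were merged into a site, and every site was classed by the lists that called it. Shares of sites are given with 95% Wilson intervals, which cover counting error only. No P values are given across sites, because sites are not replicates.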

The ERRα cistromes were generated using chromatin-immunoprecipitation (ChIP) followed by massive parallel sequencing (ChIP-seq). 

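The vehicle list held 32183 peaks. The EGF list held 32567 peaks, a difference of 1.19%, and the HRG list 37195 peaks, a difference of 15.6%. Merging the 3 lists gave 55998 sites. Of these, 16175 sites (28.9%, interval 28.5–29.3%) were common to the 3 lists, and 24466 sites (43.7%, interval 43.3–44.1%) were called on EGF and/or HRG but not on vehicle (growth factor-induced sites). The vehicle-only sites numbered 8445 (15.1%, interval 14.8–15.4%), and 6912 sites were called on vehicle and 1 of the growth factors. Compared with vehicle alone, EGF brought 10768 peaks without a vehicle peak (33.1% of the EGF peaks), while 10237 vehicle peaks (31.8%) had no EGF peak. HRG brought 19047 peaks without a vehicle peak (51.2% of the HRG peaks), while 13832 vehicle peaks (43.0%) had no HRG peak. The definition of growth factor-induced sites moved their number most, to 5042 sites when binding on both EGF and HRG was required, which is below the number of vehicle-only sites. The mean GC content was 51.6% around HRG-only sites and 40.8% around vehicle-only sites. Strong vehicle peaks (score percentile above 75) more than 1 kb from a transcription start were split into 3 groups of equal size by GC content. Of the GC-poorest group 14.8% (interval 13.4–16.3%) had no HRG peak, against 2.65% (interval 2.07–3.4%) of the GC-richest group.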

As shown in Fig. 1b,c, growth factor treatment induces a significant potentiation and reprogramming of ERRα binding without affecting the level of ERRα expression. 

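The growth factor-induced sites divided into 13888 sites on HRG only, 5536 on EGF only and the sites called on both. TFF1, an oestrogen-responsive gene, lies on chromosome 21 from 43782391 to 43786644. The vehicle list had no peak within 20 kb of its transcription start. The EGF list had a peak from 43786349 to 43787534, whose centre lies 298 bp from the start, with a score of 175.3 (percentile 55.1 of the EGF list). The strongest TFF1 peak on HRG ran from 43786450 to 43788009 with a score of 247.3 (percentile 65.6 of the HRG list). Neither peak carried the ERRE or AP-1 word within 100 bp of its centre.

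**Figure D1:**
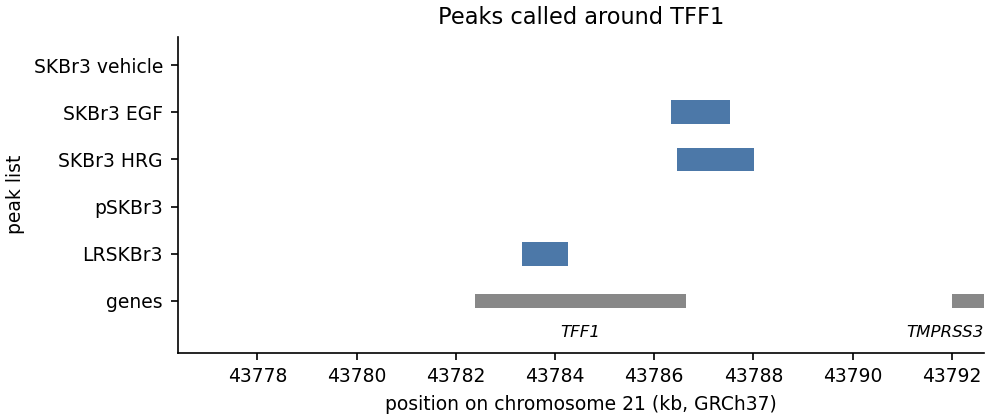
Peaks called around TFF1. The horizontal axis gives the position on chromosome 21 in kb (GRCh37) and the vertical axis the peak list; bars are peaks and grey bars genes. The promoter has a peak in the EGF and HRG lists and none in the vehicle list; pSKBr3 and LRSKBr3 are the parental and lapatinib-resistant cells.

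LAMA4, which encodes a laminin chain, had no peak within range on vehicle, and an intronic peak on chromosome 6 from 112524700 to 112526082 on EGF (percentile 92.9) and from 112524804 to 112525913 on HRG (percentile 72.8). The SELPLG and TMEM119 genes on chromosome 12 share an intergenic peak between them, from 109005067 to 109006484, whose score on EGF was 3100 (percentile 98.6). The same region had a score percentile of 95.1 on HRG and no peak on vehicle. Ranked by the HRG score, the strongest growth factor-induced site lay on chromosome 1 from 156658160 to 156665807, 13391 bp from the start of CRABP2. The next, from 22187929 to 22189545 on the same chromosome in an intron of HSPG2, carried an AP-1 word and shared its score with other sites, so that 11 sites stand at or above it. Both were called on EGF as well. The strongest vehicle-only sites were on chromosome 10 from 82256887 to 82260466 in an intron of TSPAN14 and on chromosome 20 from 45605207 to 45614978 in an intron of EYA2.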

A large number of genomic regions are significantly bound by ERRα only on growth factor treatment in SKBr3 cells (Fig. 1b,c and Supplementary Fig. 1b,d), including the region within the *TFF1* promoter originally described^29^ as an EGF-induced ERRα binding site in MCF-7 breast cancer cells (Supplementary Fig. 1b). Moreover, while ERRα binds to several common regions regardless of cell context, the addition of growth factors to the media significantly amplifies the signal intensity of ERRα recruitment to both these common sites and growth factor-specific sites (Fig. 1c and Supplementary Fig. 1c). 

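Binding intensity, which is the number of tags around a peak, is not in the deposited lists and was not analysed here. Within each list, the authors' scores were ranked to show where each class of sites stands. In the HRG list, the median score percentile was 72.9 (95% interval of the median 72.4–73.5) for the 16503 peaks at common sites and 33.4 (32.9–34.0) for the 18958 peaks at growth factor-induced sites. The EGF list gave 71.2 for peaks at common sites and 28.1 for those at growth factor-induced sites. In the vehicle list, peaks at common sites had a median percentile of 71.3 and vehicle-only peaks of 23.9. Counting only peaks with centres within 100 bp as shared moved the induced peaks of the HRG list most, to a percentile of 42.1. The ESRRA promoter on chromosome 11 was called in the 3 lists. Its strongest peak had a score of 3100 in each list, a value tied among many peaks, and ran from 64071200 to 64074381 on vehicle, 64070418 to 64074295 on EGF and 64070140 to 64074779 on HRG. The strongest common sites by the HRG score were on chromosome 16 from 50430565 to 50432109, with BRD7 as the nearest gene, and on chromosome 5 from 149860401 to 149872958 in NDST1.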

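BT-474 cells were treated as the SKBr3 cells were, with 1 ERRα ChIP library for each of vehicle, EGF and HRG and an input library from the vehicle-treated cells alone. Each BT-474 list therefore rests on a single ChIP library, and the authors' processing is otherwise that of the SKBr3 lists. The median peak width was 2012 bp on vehicle, 1817 bp on EGF and 1957 bp on HRG, and the depth is again unknown.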

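In BT-474 cells, the vehicle list held 32259 peaks, the HRG list 41271 and the EGF list 26832. Relative to vehicle, the number of peaks rose by 27.9% on HRG and fell by 16.8% on EGF. Of the 51247 merged sites, 19087 (37.2%, interval 36.8–37.7%) were common and 19243 (37.5%, interval 37.1–38.0%) were growth factor-induced. The induced sites comprised 13007 on HRG only, 4295 on EGF only and 1941 on both. Vehicle-only sites numbered 5108 (9.97%, interval 9.71–10.2%), and 7809 sites were called on vehicle and 1 growth factor. The EGF list lacked 12047 vehicle peaks (37.3%) and held 6281 peaks without a vehicle peak (23.4%). The HRG list lacked 6110 vehicle peaks (18.9%) and held 14969 without a vehicle peak (36.3%). By the HRG score, the first induced sites lay on chromosome 1 from 203390556 to 203393233, nearest to PRELP, and on chromosome 11 from 73690332 to 73693939 in an intron of UCP2, with 7 induced sites sharing the top score. The TFF1 promoter, which had no vehicle peak in SKBr3 cells, had peaks in the BT-474 lists on vehicle, EGF and HRG. Among peaks with P at most 1e-10, the common sites (13034) outnumbered the induced sites (8114). The same held with P at most 1e-08 (14739 against 10223) and in lists of equal size (16960 against 12171). Under each overlap rule tried, the induced sites outnumbered the common sites. With P at most 1e-10, the lists held 22133 peaks on vehicle, 25579 on HRG and 15279 on EGF. The rise on HRG was then smaller, and the fall on EGF larger, than in the full lists.

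**Figure D2:**
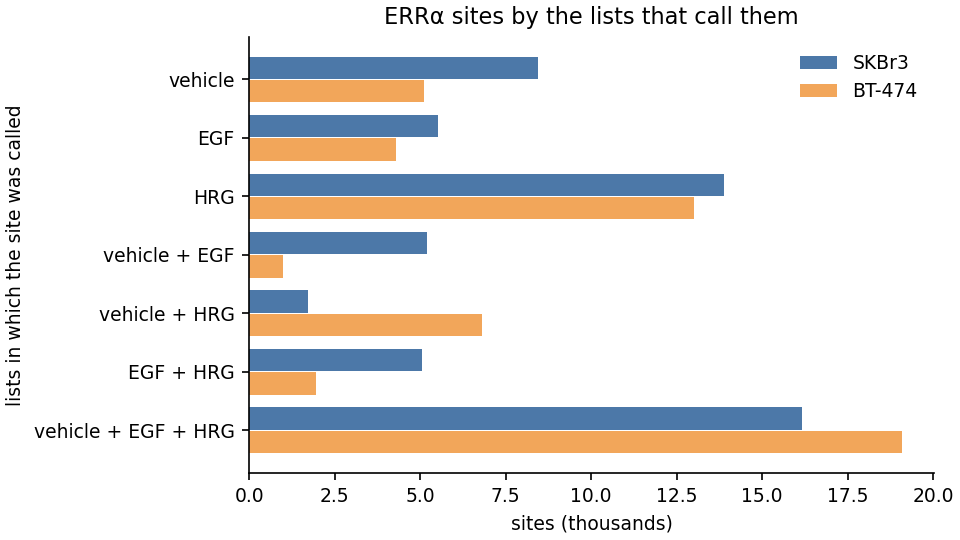
Number of ERRα sites called in each combination of lists. The horizontal axis gives the number of sites, in units of 1000 sites, and the vertical axis the lists that call them; blue bars are SKBr3 cells and orange bars BT-474 cells. Sites called on HRG only outnumber those called on EGF only in both lines.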

Similar reprogramming of ERRα binding by ChIP-seq was observed in another HER2-amplified breast cancer cell line, BT-474, on growth factor treatment (Supplementary Fig. 1e). *De novo* binding site analyses identified the ERRα response element (ERRE: *Esrrb*, *Nr5a2* and *Erra*) as the most enriched motif in segments bound by ERRα both in serum-starved and growth factor-treated SKBr3 and BT-474 cells. However, treatment of both cell lines with EGF or HRG led to the specific co-enrichment of the binding sites for AP-1 (Jun/Fos) along with the ERRE in ERRα-bound segments (Supplementary Fig. 1f,g). These observations reveal a growth factor-dependent cooperation between ERRα and AP-1 in ERBB2-positive breast cancer cells.

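The authors' de novo motif search used Homer, and the share of sites with a fixed word was counted here instead. The ERRE word TCAAGGTCA was sought on either strand within 100 bp of the peak centre, and flanking windows of the same width 2 kb to each side served as background. In the SKBr3 lists, 7.43% (interval 7.14–7.72%) of vehicle peaks, 7.45% (7.17–7.74%) of EGF peaks and 5.57% (5.34–5.81%) of HRG peaks carried the word, against 0.332%, 0.352% and 0.355% of their flanks. In BT-474 cells the shares were 6.4% on vehicle, 6.42% on EGF and 5.82% on HRG, with flanks of 0.282%, 0.294% and 0.281%. By class, the ERRE was at 7.67% of SKBr3 common sites, 4.28% of growth factor-induced sites and 4.8% of vehicle-only sites. The HRG-only sites had the lowest share of the SKBr3 classes, 3.39% (interval 3.1–3.71%). The corresponding BT-474 shares were 7.02% at common sites, 4.06% at growth factor-induced sites and 3.66% at vehicle-only sites. The shorter word AAGGTCA moved the share at SKBr3 growth factor-induced sites most, to 19.1% against 3.73% of flanks. No ranking of motifs was made, since only fixed words were sought.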

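The AP-1 word TGACTCA or TGAGTCA was counted in the same windows as the ERRE. It lay at 12.7% (interval 12.3–13.0%) of EGF peaks, 9.76% (9.46–10.1%) of HRG peaks and 6.55% (6.29–6.83%) of vehicle peaks in SKBr3 cells, with 3.22%, 3.21% and 3.23% of the flanks. Growth factor-induced sites carried it in 13.7% (13.3–14.2%), common sites in 8.25% (7.84–8.69%) and vehicle-only sites in 3.24% (2.89–3.64%), the last with a flank of 2.97%. Sites on both EGF and HRG stood at 22.6%, EGF-only sites at 20.6% and HRG-only sites at 7.78%. Within the EGF list, peaks without a vehicle peak were compared with the same number of peaks of matched score that had one. AP-1 was at 22.7% (21.8–23.5%) of the former and 6.46% (5.98–6.99%) of the latter. The same comparison in the BT-474 HRG list gave 9.84% (9.25–10.5%) without and 5.61% (5.16–6.09%) with a vehicle peak, and in the BT-474 EGF list 4.93% (4.39–5.54%) without and 7.03% (6.38–7.74%) with one. In BT-474 cells the list shares were 5.94% (5.69–6.21%) on vehicle, 6.36% (6.07–6.66%) on EGF and 7.41% (7.16–7.66%) on HRG. AP-1 was at 7.42% (7.05–7.79%) of BT-474 growth factor-induced sites, 6.61% (6.27–6.97%) of common sites and 3.09% of vehicle-only sites. The BT-474 EGF-only sites had 3.35% (2.85–3.93%) against 2.81% of flanks, and the HRG-only sites 8.62% (8.15–9.11%) against 3.11%. Allowing a mismatch outside TGA gave 46.5% at BT-474 growth factor-induced sites and 46.6% at their flanks. The looser word thus no longer set these sites, taken together, apart from their flanks. HRG-only sites had 49.0% against 47.2% of flanks and sites on both EGF and HRG 50.1% against 45.9%. EGF-only sites had 37.3% against 45.0%, and vehicle-only sites 42.3% against 48.8%. In SKBr3 cells the looser word left 56.4% at growth factor-induced sites against 50.0% of flanks. This excess was absent at HRG-only sites, with 49.7% against 50.2% of flanks. EGF-only sites had 65.2% against 48.3%, and sites on both EGF and HRG 65.2% against 51.3%. Searched over whole peaks, AP-1 was at 34.0% of BT-474 growth factor-induced sites against 25.5% of flanks, and at 40.9% of common sites against 33.6% of flanks. From the co-enrichment of AP-1 and the ERRE after treatment of both lines, the paper concludes that ERRα and AP-1 cooperate in a growth factor-dependent manner.

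**Figure D3:**
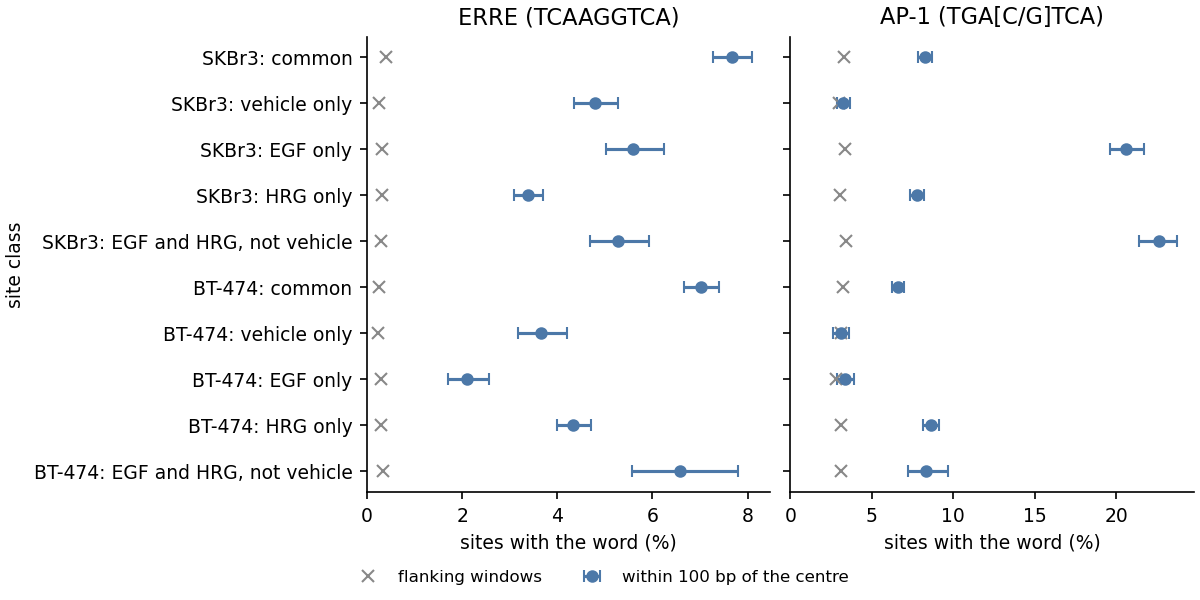
Shares of sites with the ERRE (left) and AP-1 (right) words. The horizontal axes give the share of sites in % and the vertical axis the site class; points are windows within 100 bp of the centre with 95% Wilson intervals, and crosses are flanking windows. AP-1 reaches 22.6% at SKBr3 sites on both EGF and HRG and stays near the flanks at vehicle-only sites of both lines.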

We then assessed the biological significance of growth factor-dependent potentiation of ERRα binding in breast cancer cells through analysis of enriched functional pathways. 

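The authors' pathway analysis used Ingenuity, which was not used here. Genes were taken instead from the GENCODE annotation of GRCh37, which holds 19794 protein-coding genes, as those with a site centre within 20 kb of a transcription start. A common site of SKBr3 cells was near 7706 genes, 38.9% of the protein-coding genes. Of 90 oxidative phosphorylation genes, defined by symbol as the subunits of the respiratory chain complexes and ATP synthase, 78 were among them (86.7%, interval 78.1–92.2%). That number lay at percentile 100 of 10000 random lists of 90 protein-coding genes, whose median was 35. Within 10 kb of a start, 73 of the 90 genes had a common site, against a random median of 26. Other pathways, including the stress response, were not analysed here.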

Target genes harbouring ERRα-binding sites within 20 kilobases (kb) of their transcriptional start site, commonly bound in growth factor-treated cells and in untreated conditions, are involved in biological pathways related to previously reported functions of ERRα (ref. 32), including the control of mitochondrial metabolic functions and less-studied functions like stress response (Fig. 1d). 

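Genes near a growth factor-induced site and without a vehicle peak in range numbered 3778. Integrin and receptor tyrosine kinase genes were listed by symbol after the peak lists had been opened but before any gene set was made. Of 26 integrin genes, 4 were growth factor-exclusive (15.4%, interval 6.15–33.5%), at percentile 33.4 of the random lists. They were ITGAD, ITGAL, ITGAM and ITGAX, which were named after the count was seen. All of them lie on chromosome 16, whereas random lists take genes as independent. Of 58 receptor tyrosine kinase genes, 12 were growth factor-exclusive (20.7%, interval 12.3–32.8%), at percentile 63.3. Genes with a vehicle peak cannot enter this set, so random lists were also drawn from genes with no vehicle peak, a choice made after the first values were seen. The percentiles were then 54.7 for integrins and 73.5 for receptor tyrosine kinases. The threshold moved the integrins most: among peaks with P at most 1e-10, 9 integrin genes were growth factor-exclusive, at percentile 98.1, and 13 receptor tyrosine kinase genes, at percentile 82.4. Within 10 kb of a start, 8 integrin genes (percentile 90.4) and 15 receptor tyrosine kinase genes (percentile 87.3) were growth factor-exclusive. Counting any gene with a growth factor-induced site, whether or not it also had a vehicle peak, gave 17 of the integrin genes (percentile 95.9) and 30 of the receptor tyrosine kinase genes (percentile 69.4). A common site was near 15 of the integrin genes (percentile 96.9), or 9 within 10 kb (percentile 71.9). Only 5 oxidative phosphorylation genes were growth factor-exclusive, ATP5MGL, COX6A2, COX6B2, NDUFA4L2 and NDUFB10, out of 9 with no vehicle peak in range. ERBB2 had no peak within 20 kb of a start in any of the SKBr3 lists.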

The promoters bound by ERRα exclusively upon growth factor treatment are preferentially associated with genes regulating tumorigenic processes, including RTK and integrin signalling, proliferation and metastatic processes (Fig. 1d). To assess the functionality of this growth factor-modulated binding of ERRα, we further intersected our ChIP-seq data with gene expression data generated on depletion of ERRα in SKBr3 cells with and without growth factor treatment (Fig. 1e). While the depletion of ERRα in SKBr3 cells in all the conditions tested leads to altered regulation of target genes controlling mitochondrial metabolism (OXPHOS, tricarboxylic acid (TCA) cycle and glycolysis/gluconeogenesis) (Supplementary Fig. 1h and Supplementary Table 1), the depletion of ERRα in EGF- or HRG-treated cells also triggered the alteration of ERRα target genes controlling processes related to ribosome, fatty acid, glutathione, cysteine and methionine metabolism, as well as amino acid degradation (Fig. 1e and Supplementary Table 2). Moreover, the ERRα-binding intensity in genes regulating these metabolic functions or of genes in the glutathione/detoxification pathway (list adapted from ref. 33) is increased on growth factor treatment (Supplementary Fig. 1i). These results show that growth factor-induced RTK signalling in breast cancer cells potentiates the activity of ERRα to modulate the expression of target genes implicated in various aspects of cellular metabolism, including glutathione-mediated detoxification.

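The 35 genes of glutathione metabolism were listed by symbol as the glutathione transferases, peroxidases, reductase, synthesis enzymes and gamma-glutamyltransferases (GGT). Of these, 22 had a common site (62.9%, interval 46.3–76.8%). This number lay at percentile 99.7 of the random lists, and the 14 genes with a common site within 10 kb at percentile 90.3. Neighbouring genes of a family can share a site, whereas random lists take genes as independent, so these percentiles may overstate the enrichment. Growth factor-induced sites were near 16 of the 35 genes (percentile 38.8), and 5 genes were growth factor-exclusive (14.3%, interval 6.26–29.4%), at percentile 25.1. With random lists drawn from genes without a vehicle peak, the percentile of the exclusive genes was 67.6. The 5 genes, singled out after the count was seen, were GGT7, GSS, GSTO1, GSTO2 and GSTT2B. GSR, the glutathione reductase gene on chromosome 8, had 3 peaks within range in each of the vehicle, EGF and HRG lists, the strongest on vehicle running from 30583929 to 30585254. GPX1 on chromosome 3 had a peak in each list, in an intron of USP4 and 18619 bp from the GPX1 start on vehicle, from 49376301 to 49377895. The score of this peak was at percentile 68.1 of the vehicle list, 59.1 of the EGF list and 86.8 of the HRG list. SOD3 had no peak within 20 kb in these lists.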

We further assessed whether pharmacological inhibition of EGF and HRG signalling could prevent this growth factor-dependent potentiation of ERRα recruitment to chromatin. SKBr3 cells were treated with the dual EGFR/HER2 inhibitor lapatinib to block growth factor signalling through EGFR/HER2/HER3. Standard ChIP experiments revealed that the binding of ERRα to growth factor-reprogrammed sites is abolished upon exposure to lapatinib (Fig. 1f, four upper panels). Unexpectedly, lapatinib treatment also triggered a significant decrease in ERRα recruitment to regions that are constitutively bound in absence of growth factors as depicted by the *ESRRA* promoter (Fig. 1f, lower panels). This suggests that the inhibitory effect of lapatinib on ERRα recruitment to chromatin is not limited to growth factor-reprogrammed sites but could affect all sites bound by ERRα. We therefore monitored the expression of ERRα in SKBr3 cells and observed that 24-h lapatinib treatment induces a sharp decrease in ERRα protein in SKBr3 and BT-474 cells, as well as in the mouse cell line NIC-5231 derived from ErbB2-driven mammary tumorigenesis^34^ (Fig. 1g). Quantitative PCR analyses revealed a similar decrease in *ESRRA* mRNA levels (Fig. 1h), likely a consequence of the decrease in ERRα protein levels since ERRα autoregulates its own expression^35^. Treatment of SKBr3 cells with the potent proteasome inhibitor MG-132, which blocks ubiquitin-conjugated protein degradation, prevented the lapatinib-dependent degradation of ERRα (Fig. 1i), indicating that the effect of lapatinib on ERRα protein levels occurs at least in part through proteosomal degradation. Taken together, these results reveal that growth factor-induced signalling potentiates ERRα transcriptional activity in regulating cellular metabolism and oxidative stress response and that inhibition of this signalling with RTK inhibitors leads to the degradation of ERRα.

### Re-expression of ERRα in lapatinib-resistant cells by mTOR

On the basis of these findings, we next investigated whether ERRα could play a role in the resistance to lapatinib treatment in breast cancer cells. SKBr3, BT-474 and NIC-5231 cells were made resistant to lapatinib on long-term exposure to gradually increasing doses of lapatinib as previously described^36^. We confirmed that lapatinib-resistant SKBR3 (LRSKBr3) cells survive in higher doses of lapatinib than parental cells (pSKBr3) (Fig. 2a). In contrast to parental cell lines where lapatinib treatment decreases ERRα protein levels, the expression of ERRα is unaffected by lapatinib treatment in LRSKBr3 cells, as well as in the lapatinib-resistant BT-474 (LR-BT-474) and NIC-5231 (LR-NIC-5231) cells (Fig. 2b).

To gain insight into the mechanisms leading to ERRα re-expression in lapatinib-resistant cells, we monitored the status of RTK and downstream effectors involved in EGFR/HER2/HER3 signalling. We first confirmed that acquired lapatinib resistance in LRSKBr3 cells does not lead to reactivation of EGFR/HER2/HER3 or of downstream signalling pathways in LRSKBr3 cells as monitored by the phosphorylation status of the receptors and their downstream effectors (Supplementary Fig. 2a). We next assessed the status of the energy sensors AMPK and mTOR acting downstream of RTK signalling. While the levels of total AMPK are stable, phosphorylated AMPK, which is triggered in response to stressful stimuli, including oxidative stress, increases on lapatinib treatment both in parental and resistant cells, supporting the efficacy of the treatment in both cell lines (Supplementary Fig. 2b). However, while lapatinib treatment in pSKBr3 cells induces a decrease in total mTOR protein levels and in the levels of the activated forms of its downstream phosphorylated effectors P-S6 and P-4E-BP1 (Fig. 2c), mTOR signalling is insensitive to the inhibitory action of lapatinib in resistant cells (Fig. 2c). This suggests that reactivation of mTOR activity becomes decoupled from EGFR/HER2/HER3 and AMPK signalling in lapatinib-resistant cells.

We next tested the potential involvement of the mTOR pathway in the re-expression of ERRα in lapatinib-resistant cells. As shown in Fig. 2d, co-treatment of parental SKBr3 cells with the mTOR inhibitor rapamycin exacerbates the lapatinib-mediated decrease in ERRα levels. While high levels of ERRα and P-S6 are observed in resistant cells treated with lapatinib, co-treatment with rapamycin induces a significant decrease in the levels of these proteins in resistant cells (Fig. 2d), indicating that mTOR re-activation in lapatinib-resistant cells is linked to ERRα re-expression. We observed a similar effect with the mTORC1-specific inhibitor INK1341 that also induces a decrease in ERRα levels in lapatinib-resistant SKBr3 cells (Supplementary Fig. 2c). Similarly, SKBr3 cells resistant to treatment with the HER2-specific antibody trastuzumab also display increased levels of ERRα protein and activation of mTOR signalling through an increase in P-S6 levels when compared with parental cells. This suggests that reactivation of ERRα expression via mTOR signalling plays a key role in the development of HER2 targeted drug resistance in distinct therapeutic contexts (Supplementary Fig. 2d).

We next assessed whether the inhibitory effect of lapatinib on ERRα expression also occurs *in vivo* using both a mouse model of human HER2-driven breast cancer (MMTV-NIC)^37^ and HER2-positive patient-derived xenografts (PDXs) propagated in NOG mice. Following acute treatment of the mice with lapatinib or vehicle for 48 h before harvesting, we observed a considerable decrease in the expression of ERRα in the lapatinib-treated NIC and PDX tumours (Fig. 2e,f). As observed in the cell line models, this decrease in ERRα levels was concomitant with the inhibition of mTOR signalling on lapatinib treatment *in vivo* as assessed by the reduction in the phosphorylation of the mTOR effector P-S6 (Fig. 2e,f).

We further investigated whether the expression of ERRα was also reactivated *in vivo* in tumours that have acquired the capacity to grow in the presence of lapatinib. Mice bearing ERBB2-dependent MMTV-NIC mammary tumours were treated with lapatinib or vehicle using previously published protocols^38^,^39^ for a period of 6 weeks. Despite an initial response and tumour volume stabilization in the lapatinib-treated mice, the tumours eventually relapsed and acquired the ability to grow in the presence of the drug (Fig. 2g). As observed in cell culture models, monitoring the expression of ERRα by immunohistochemical staining and immunoblotting revealed a significant decrease of ERRα expression on acute lapatinib treatment compared with the control treatment arm, and an increase at end point in ERBB2-dependent tumours that have relapsed (Fig. 2h,i). Further, decreased ERRα expression on acute lapatinib treatment *in vivo* in the NIC tumours is concomitant with decreased mTOR signalling, while lapatinib-resistant tumours exhibit restoration of mTOR signalling along with the re-expression of high levels of ERRα (Fig. 2i). These results suggest that development of lapatinib resistance in ERBB2-driven mammary tumours *in vivo* recapitulates the mechanisms observed in the cell line models.

### ERRα dictates a metabolic signature in lapatinib-resistant cells

Re-expression of ERRα in resistant cells prompted us to investigate the ERRα transcriptional programme in LRSKBr3 cells. Using a standard ChIP approach, we observed constitutive recruitment of ERRα to growth factor-induced binding sites in serum-starved lapatinib-resistant cells, even in absence of growth factor stimulation (veh bars in Supplementary Fig. 3a). Growth factor stimulation did not further enhance the recruitment of ERRα to these growth factor-induced sites in resistant cells. We therefore performed ERRα ChIP-seq to compare the ERRα-binding profile of untreated pSKBr3 cells to that of LRSKBr3 cells maintained in lapatinib. 

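pSKBr3 cells are the parental line and LRSKBr3 cells were cultured continuously with 2 μM lapatinib. Each was profiled with 2 ERRα ChIP libraries and 1 input library, which the authors aligned and processed as for the growth factor experiment, with the ChIP libraries pooled into 1 list per line. Drug and cell line differ together between the lists, so the effect of either alone cannot be read from them. The pSKBr3 peaks had a median width of 1188 bp and covered 32.2 Mb, and the LRSKBr3 peaks 1458 bp and 70.3 Mb. Sites were merged and classed by the same rule as above, and the depth of these libraries is unknown too.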

ERRα is recruited to more sites in the lapatinib-treated resistant cells than in the untreated parental cells (Fig. 3a and Supplementary Fig. 3b). 

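The pSKBr3 list held 22539 peaks and the LRSKBr3 list 39777, or 76.5% more. Of 42554 merged sites, 18970 (44.6%, interval 44.1–45.0%) were common to both, 20724 (48.7%, interval 48.2–49.2%) were in the LRSKBr3 list only and 2860 (6.72%, interval 6.49–6.96%) in the pSKBr3 list only. The rule on shared peaks moved the pSKBr3-only sites most, to 12373 with centres within 100 bp. LRSKBr3-only sites outnumbered pSKBr3-only sites under every overlap rule and P threshold tried. With the 22539 highest-scoring peaks of each list, which brings the numbers of specific sites close by construction, there were 6502 LRSKBr3-only and 5839 pSKBr3-only sites. The strongest LRSKBr3-only sites were on chromosome 12 from 51326950 to 51329840, nearest to METTL7A, and on chromosome 20 from 55620740 to 55638248, 211340 bp from BMP7. The strongest pSKBr3-only sites were on chromosome 20 from 45987041 to 45990518, near ZMYND8, and on chromosome 10 from 43521497 to 43523715, 49911 bp from RET.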

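Tag counts in pSKBr3 and LRSKBr3 cells are not in the deposited lists, and scores were ranked only within a list. In the LRSKBr3 list, the 19053 peaks at common sites had a median score percentile of 74.4 (95% interval of the median 74.0–74.9) and the 20724 LRSKBr3-only peaks of 30.3 (29.8–30.7). In the pSKBr3 list, the median percentile was 55.8 for peaks at common sites and 16.5 for pSKBr3-only peaks. GSTK1, a glutathione transferase gene on chromosome 7, had a promoter peak in both lists, from 142959786 to 142961362 in pSKBr3 cells (percentile 87.2) and from 142959401 to 142961563 in LRSKBr3 cells (percentile 94.9). The strongest common sites by the LRSKBr3 score were on chromosome 13 from 111211264 to 111216360 at RAB20 and on chromosome 14 from 23235257 to 23237097 at OXA1L.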

The binding intensity of ERRα at both common and specific sites is significantly increased in LRSKBr3 cells compared with pSKBr3 cells (Fig. 3b–d). Interrogation of *de novo* binding sites revealed enrichment of the ERRE motif both in pSKBr3 and in LRSKBr3 cells (Supplementary Fig. 3c). 

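The ERRE word was counted in these lists as in SKBr3 cells. It was within 100 bp of the centre of 8.1% (interval 7.75–8.46%) of pSKBr3 peaks and 7.4% (7.15–7.66%) of LRSKBr3 peaks, against 0.384% and 0.322% of their flanks. Common sites carried it in 7.26% (6.9–7.64%), LRSKBr3-only sites in 7.54% (7.19–7.91%) and pSKBr3-only sites in 6.15% (5.33–7.09%). Over whole peaks, the word was at 17.5% of common sites against 3.45% of flanks and at 14.6% of LRSKBr3-only sites against 2.52% of flanks.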

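The AP-1 word lay at 6.14% (interval 5.82–6.47%) of LRSKBr3-only sites, 5.23% (4.93–5.56%) of sites common to pSKBr3 and LRSKBr3 cells and 4.41% (3.71–5.22%) of pSKBr3-only sites. Their flanks had 3.27%, 3.35% and 3.11%. The full lists had 5.7% in pSKBr3 and 5.71% in LRSKBr3 cells. At matched score within the LRSKBr3 list, AP-1 was at 5.99% (5.5–6.51%) of peaks without a pSKBr3 peak and 5.23% (4.78–5.73%) of peaks with one. Searched over whole peaks, AP-1 was at 28.6% of LRSKBr3-only sites against 21.8% of flanks and at 33.1% of common sites against 28.4% of flanks. The looser word was at 50.0% of both the LRSKBr3-only sites and their flanks. Common sites had it in 45.7% against 51.1% of flanks, and pSKBr3-only sites in 47.0% against 47.7%.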

As observed with the growth factor reprogramming of ERRα-binding profiles in parental SKBr3 cells (Fig. 1), co-occurrence of the AP-1 motif is observed at ERRα-binding sites that are specific to the resistant cells (Supplementary Fig. 3c).

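Sites common to pSKBr3 and LRSKBr3 cells lay within 20 kb of a start of 10125 protein-coding genes, or 51.2% of them. Of the oxidative phosphorylation genes, 81 (90.0%, interval 82.1–94.6%) were among these, against a median of 46 in the random lists, and 79 of the genes had a common site within 10 kb. Glutathione metabolism genes had a common site in 23 cases (65.7%, interval 49.2–79.2%), at percentile 95.6. Within 10 kb, 16 of them had a common site, at percentile 65.8 (random median 15). Random lists again take neighbouring genes as independent.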

Similar to results obtained in growth factor-treated breast cancer cells, Ingenuity Pathway Analyses of enriched biological processes reveal that the genes whose promoters are bound by ERRα both in pSKBr3 and LRSKBr3 cells are enriched for functions related to energy metabolism (Fig. 3e). 

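Genes near an LRSKBr3-only site and without a pSKBr3 peak in range numbered 2992, or 15.1% of protein-coding genes. Of the glutathione metabolism genes, GCLC, GSTA4, GSTO1, GSTO2 and GSTT2B were LRSKBr3-exclusive, which puts the family at percentile 46.8 of the random lists and at 80.2 of lists drawn from genes without a pSKBr3 peak. These genes were named after their count was seen. Among the gene families added later, 5 integrin genes (19.2%, percentile 73.0) and 8 receptor tyrosine kinase genes (13.8%, percentile 40.3) were LRSKBr3-exclusive. The receptor tyrosine kinase genes stood at percentile 28.3 of lists drawn from genes without a pSKBr3 peak. With sites within 10 kb of a start, 8 glutathione metabolism genes were LRSKBr3-exclusive, at percentile 87.8, and 7 integrin genes, at percentile 93.2. SOD3 on chromosome 4 had an LRSKBr3 peak from 24796535 to 24797397, 229 bp from a start, with a score at percentile 13.1, and none in pSKBr3 cells.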

The genes with ERRα promoter recruitment exclusively in LRSKBr3 cells regulate proliferation, invasion, metastasis, growth factor signalling and oxidative stress response. 

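Gene ontology terms were not compared here, and the overlap was counted over genes. Neither a pSKBr3 nor an SKBr3 vehicle peak lay in range of 7536 protein-coding genes, so that these could be both LRSKBr3-exclusive and growth factor-exclusive. Of them, 1893 were LRSKBr3-exclusive and 1944 growth factor-exclusive. The growth factor-exclusive genes made up 1054 of the 1893 LRSKBr3-exclusive genes (55.7%, interval 53.4–57.9%) and 890 of the other 5643 genes (15.8%). The other genes include those with no ERRα site at all, so the contrast does not separate shared regulation from shared accessibility. No percentile is given, because random lists drawn from bound genes fix the overlap by construction; this form of the comparison was chosen after other backgrounds had been tried.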

Comparison of the gene ontology also reveals an overlap between the functions of the genes whose promoters are bound by ERRα specifically in LRSKBr3 cells with those bound uniquely on growth factor treatment in parental cells (Supplementary Fig. 3d). This prompted us to compare the binding profile of ERRα in LRSKBr3 cells to the growth factor-dependent binding profile of ERRα in SKBr3 cells. We observe that sites bound by ERRα in LRSKBr3 cells but not in pSKBr3 cells are also typically bound by ERRα specifically upon growth factor treatment in SKBr3 cells (Fig. 3f,g and Supplementary Fig. 3e,f). 

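The paper compares binding intensities at these sites, whereas only the overlap of called peaks could be counted here. Of the LRSKBr3-only sites, 5891 (28.4%, interval 27.8–29.0%) overlapped an EGF and/or HRG peak but no vehicle peak of SKBr3 cells. In 1000 circular shifts of the positions along the chromosomes, the median share was 3.1% and the highest 3.55%. The same share was 18.5% (17.9–19.0%) for sites common to pSKBr3 and LRSKBr3 cells and 20.5% (19.1–22.0%) for pSKBr3-only sites. A site with a vehicle peak cannot be in this class, and 75.9% (75.3–76.5%) of the common sites had one, so these shares cannot be compared between the site classes. Among sites without a vehicle peak, a restriction chosen after the first shares were seen, an EGF and/or HRG peak overlapped 5891 of 13526 LRSKBr3-only sites (43.6%, interval 42.7–44.4%), 3504 of 4565 common sites (76.8%, interval 75.5–78%) and 586 of 2134 pSKBr3-only sites (27.5%, interval 25.6–29.4%). Overlap with the SKBr3 vehicle list was found for 34.7% (34.1–35.4%) of LRSKBr3-only sites, with EGF for 37.0% (36.4–37.7%), with HRG for 42.6% (41.9–43.2%) and with EGF and/or HRG for 56.1% (55.4–56.8%). The EGF and HRG lists together hold more peaks than the vehicle list, which raises their share. With the 5 lists brought to the same size, vehicle (40.7%) was above HRG (39.1%). Binding on both EGF and HRG but not vehicle, which of the alternatives set beforehand moved the first share most, was found for 7.77% of LRSKBr3-only sites. With centres within 100 bp, 19.4% of LRSKBr3-only sites were bound on growth factors but not vehicle.

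**Figure D4:**
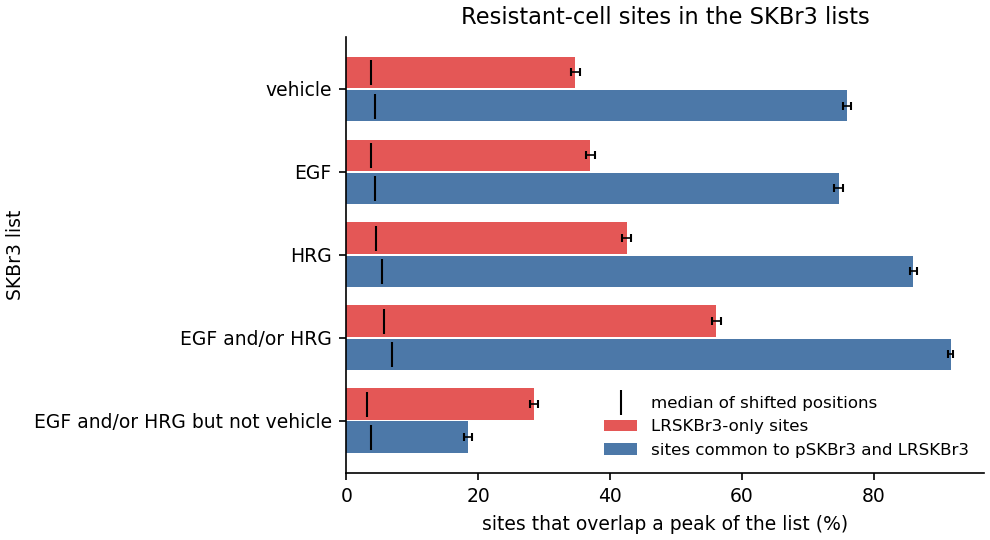
Share of LRSKBr3-only and common sites that overlap a peak of each SKBr3 list. The horizontal axis gives the share of sites in % and the vertical axis the SKBr3 list; bars carry 95% Wilson intervals and black ticks mark the median of shifted positions. Most common sites have a vehicle peak, which keeps them out of the class on growth factors but not vehicle.

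GSTA4 on chromosome 6 had no pSKBr3 peak within 20 kb and an LRSKBr3 peak from 52859463 to 52861365, 332 bp from a start. It also had a peak on vehicle from 52859975 to 52861178, as well as on EGF and HRG. SOD2, also on chromosome 6, had a peak at a start in LRSKBr3 cells from 160112641 to 160115622, in pSKBr3 cells from 160112828 to 160115386 and on vehicle from 160113309 to 160115572. The annotation used extends SOD2 over neighbouring starts, and 7 LRSKBr3 peaks and 3 pSKBr3 peaks lay in its range.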

We also observe that ERRα-binding intensity in lapatinib-resistant cells is closer to that observed upon growth factor treatment than in parental cells (Fig. 3h,i). This indicates that re-expression of ERRα in resistant cells contributes to re-establishment of the metabolic signature prevailing in growth factor-treated cells.

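The lists give no intensities, so similarity was measured on called sites, as the sites shared by 2 lists over all their sites. The vehicle, EGF and HRG lists come from the growth factor experiment, whose cells were kept for 24 h in serum-depleted medium, and the pSKBr3 and LRSKBr3 lists from a separate experiment for which such a step is not stated, so the experiment differs between the lists ranked and the culture cannot be taken as equal. With LRSKBr3 cells, the HRG list shared 47.5% (interval 47.1–47.9%), the pSKBr3 list 44.6%, the EGF list 43.0% (42.5–43.4%) and the vehicle list 42.8% (42.4–43.3%). The order depended on how shared sites were counted. In lists of equal size the pSKBr3 list was closest at 56.4%, followed by HRG at 50.6%, vehicle at 47.5% and EGF at 44.5%. With centres within 100 bp, vehicle was closest at 21.8% and HRG last at 18.5%. Under the P thresholds tried HRG stayed first, and EGF was last. The HRG list overlapped 71.1% (70.3–71.9%) of the GC-richest of 3 equal groups of LRSKBr3 peaks and 48.2% (47.3–49.0%) of the GC-poorest, with SKBr3 lists brought to the same size. The vehicle list overlapped 46.1% (45.3–47.0%) and 61.8% (61–62.7%) of these groups. From the resemblance of ERRα binding in resistant cells to that on growth factors, the paper reasons that re-expressed ERRα helps to restore the metabolic signature of growth factor-treated cells.

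**Figure D5:**
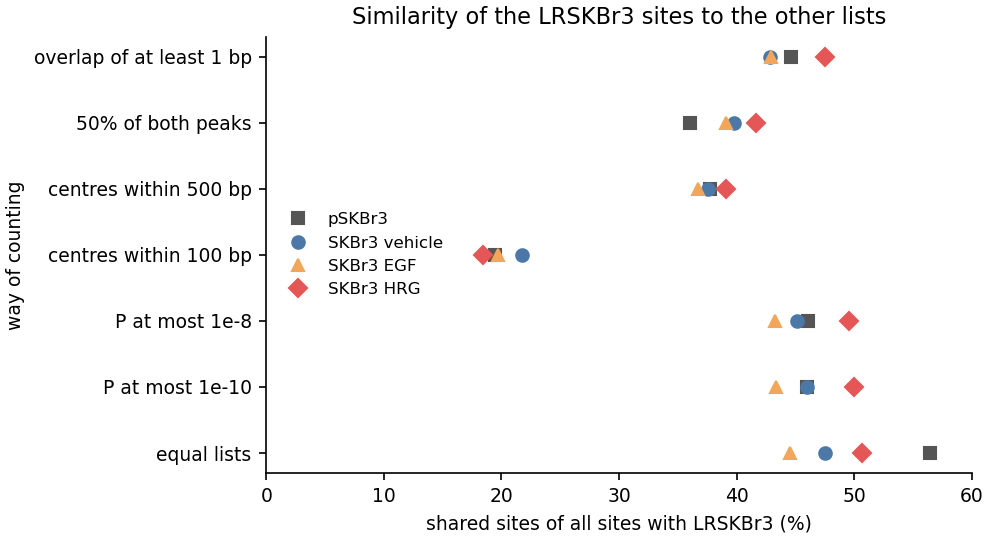
Similarity of the LRSKBr3 sites to the other lists. The horizontal axis gives the shared sites in % of all sites of both lists and the vertical axis the way of counting; each symbol is a list. HRG is furthest to the right in 5 of the ways shown, pSKBr3 with equal lists and vehicle with centres within 100 bp.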

We next asked whether re-expression of ERRα in lapatinib-resistant breast cancer cells also contributes to their drug-resistant phenotype. We performed gene expression profiling of LRSKBr3 and compared the data with gene expression profiles of pSKBr3 cells. The acquisition of lapatinib resistance in SKBr3 cells is characterized by the upregulation of genes involved in the control of cell cycle, DNA repair, metastasis, RTK signalling, hypoxia, oxidative stress response (Supplementary Table 3) and glutathione, cysteine and glutamine metabolism (Fig. 3j, left panels). Depletion of ERRα using specific siRNAs in LRSKBr3 cells induces the downregulation of genes controlling cancer signalling along with various metabolic functions, including amino-acid metabolism, acetyl-coA biosynthesis, oxidative stress response, detoxification and regulation of glutamate, cysteine and methionine metabolism (Fig. 3j, right panels) (Supplementary Table 4). Intersecting these gene expression profiles with ERRα-bound promoters in LRSKBr3 cells resulted in a subset of direct ERRα target genes that are oppositely modulated on depletion of ERRα and acquisition of lapatinib resistance in SKBr3 cells (Supplementary Fig. 3g,h and Supplementary Tables 5, 6 and 7). Pathway analyses reveal that these ERRα direct target genes control key metabolic functions, including oxidative stress response, reactive oxygen species (ROS) detoxification, xenobiotic response, RTK signalling and cellular metabolism, including cysteine and glutamate metabolism (Supplementary Fig. 3i). This observation prompted us to assess the expression of ERRα target genes involved in glutathione-mediated ROS detoxification in parental and resistant cells. We used pharmacological inhibition of ERRα activity using the specific inhibitor Compound 29 (C29)^40^ that leads to decreased ERRα expression in both cell lines (Fig. 3k). The expression of the detoxification enzymes *SOD2*, *SOD3*, *GSR* and *GPX1* is increased on lapatinib treatment in parental cells and in lapatinib-resistant cells maintained in the drug compared with parental cells (Fig. 3k). Inhibition of ERRα activity by C29 treatment leads to a significant decrease in lapatinib-induced expression of these detoxification target genes, both in lapatinib-sensitive and -resistant SKBr3 cells (Fig. 3k).

### ERRα drives the glutamine flux in lapatinib-resistant cells

We investigated the metabolic states prevailing in the resistant SKBr3 cells. We first assayed the flux of nutrients through glycolysis or glutamine oxidation using ^13^C6-glucose or ^13^C5-glutamine tracer analysis, respectively, on pharmacological inhibition of ERRα activity using C29. As shown in Supplementary Fig. 4, lapatinib treatment induces a decrease in glucose flux in pSKBr3 cells as assayed through ^13^C6-glucose incorporation into pyruvate and lactate m+3 metabolite pool levels. While lapatinib treatment has no effect on glucose flux in LRSK cells, ^13^C6-glucose tracer analysis shows that glucose flux is decreased in resistant cells compared with control-untreated parental cells (Supplementary Fig. 4), indicative of an incomplete re-establishment of the glucose flux in resistant cells. Pharmacological inhibition of ERRα activity by C29 treatment did not affect glucose flux in either parental or resistant cells, indicating that the lapatinib-induced decrease in glucose flux in parental cells is independent of ERRα.

Assessment of glutamine metabolism using ^13^C5-glutamine tracer analysis allows the study of both forward and reverse glutamine fluxes through the TCA cycle (Fig. 4)^41^. Lapatinib treatment significantly decreased glutamine flux in parental cells while it had only a moderate effect in lapatinib-resistant cells as determined for all the TCA cycle metabolites tested, both in the forward and reverse directions (Fig. 4). Importantly, we show that pharmacological inhibition of ERRα activity using C29 induces a significant decrease in glutamine flux, in both the parental and lapatinib-resistant SKBr3 cells, upon either control or lapatinib treatment. This result indicates that re-expression of ERRα in the lapatinib-resistant cells is essential for re-instatement of glutamine metabolism.

### Suppression of ERRα re-sensitizes resistant cells to lapatinib

Given the involvement of ERRα in the genomic reprogramming of ERRα binding to promoters of genes involved in tumorigenic processes in lapatinib-resistant cells, we tested whether inhibiting ERRα activity could affect the proliferative and migratory potential of pSKBr3 and LRSKBr3 cells. Pharmacological inactivation of ERRα using C29 leads to a decrease in proliferation and migration of sensitive cells (Fig. 5a,b, left panels). While LRSKBr3 cells kept proliferating and migrating on exposure to lapatinib, pharmacological inhibition of ERRα activity using C29 led to a significant decrease in proliferation and migration of the resistant cells (Fig. 5a,b, right panels).

Given the effect of ERRα inhibition on glutamine metabolism, we investigated the effect of glutamine deprivation from the media in both parental and resistant SKBr3 cells. Glutamine deprivation significantly decreased the proliferation of sensitive SKBr3 cells (Fig. 5c). Treatment with C29 further potentiated the effect of glutamine deprivation on proliferation in the sensitive cells. In lapatinib-resistant cells, glutamine deprivation lead to a drastic and significant decrease in proliferation, suggesting that inhibition of glutamine utilization can re-sensitize the cells to lapatinib treatment.

Since the re-expression of ERRα in the resistant cells contributes to the re-instatement of glutamine metabolism, we assessed whether inhibition of ERRα contributes to re-sensitization of the cells to lower doses of lapatinib. We analysed lapatinib sensitivity in SKBr3 cells upon treatment with C29. While inhibition of ERRα activity with C29 had no significant effect on the lapatinib sensitivity of parental SKBr3 cells, inhibition of ERRα in the resistant cells contributed to the re-sensitization of the LRSKBr3 cells to lower doses of lapatinib treatment (Fig. 5d).

### ERRα-driven metabolic adaptations restore detoxification capacity

Since the acquisition of lapatinib resistance in SKBr3 cells is characterized in part by ERRα-dependent re-establishment of glutamine metabolism and by an ERRα-target gene signature controlling oxidative stress response and ROS detoxification, we assessed whether re-expression of ERRα in lapatinib-resistant cells could also confer detoxification capacities enabling survival under lapatinib-induced oxidative stress conditions. We first demonstrated that a fraction of the pool of glutamine is used for generation of glutathione in the pSKBr3 (Supplementary Fig. 5). We next monitored the detoxification capacity of the cells by assessing the reduced versus oxidized glutathione (GSH/GSSG) ratio. We observed that inhibition of ERRα activity using C29 treatment leads to decreased GSH and increased GSSG levels, with an overall decrease in the GSH/GSSG ratio, indicative of reduced detoxification capacity and increased oxidative damage (Fig. 6a). Furthermore, we observed a reduction in the steady-state levels of several metabolites involved in the glutamine–glutathione biosynthesis pathway on C29-mediated inhibition of ERRα activity in lapatinib-resistant SKBr3 cells (Fig. 6b,c).

We further assessed whether the sustained expression of ERRα in the lapatinib-LRSKBr3 cells contributes to the detoxification potential of resistant cells using antioxidants treatment to counteract the effect of C29. Treatment of the cells with the antioxidants *N*-acetylcysteine and 6-hydroxy-2,5,7,8-tetramethylchroman-2-carboxylic acid (Trolox) rescued the survival of the lapatinib-resistant cells in the context of ERRα inhibition by C29 (Fig. 6d). We next assessed whether ERRα directly contributes to controlling the levels of ROS produced in the lapatinib-resistant cells. Staining and *in vivo* imaging quantification of LRSKBr3 cells using the ROS-detection probe DCFDA revealed that therapeutic inhibition of ERRα using C29 leads to a significant increase in the levels of DCFDA-positive cells, suggesting that the sustained expression of ERRα in the lapatinib-resistant cells contributes to ROS detoxification (Fig. 6e).

### Inhibition of ERRα impairs the growth of resistant tumours

To determine the relevance of these observations to the growth of ErbB2-driven mammary tumorigenesis *in vivo*, we transplanted parental (lapatinib-sensitive) ErbB2-dependent NIC cells into the mammary fat pads of immunocompetent, coisogenic MMTV-Cre transgenic mice. These mice were then randomized to receive either vehicle, C29 alone, lapatinib alone or a combination of lapatinib and C29 treatment (Fig. 7a and Supplementary Fig. 6a). The growth of lapatinib-sensitive NIC tumours was monitored over a period of 36 days. As seen in the original transgenic mouse model (Fig. 2g), lapatinib treatment decreased tumour growth. While the inhibition of ERRα using C29 alone had little effect on tumour growth, addition of C29 to lapatinib treatment significantly decreased tumour growth compared with either treatment alone (Fig. 7a). Mammary tumours that underwent a complete response, as determined by complete regression of the tumour to a non-palpable state, inevitably recurred in all mice treated with lapatinib alone (Fig. 7b). However, the combination of C29 and lapatinib not only increased the proportion of complete responses but also prevented recurrence in 30% of treated mice over a follow-up period of 20 weeks. To determine whether ERRα inhibition could also affect the growth of tumours that had already acquired lapatinib resistance *in vivo*, we transplanted an MMTV-NIC ErbB2-driven mammary tumour that had relapsed following lapatinib treatment (Fig. 2g–i) into the mammary fat pads of immunocompetent, coisogenic MMTV-Cre transgenic mice. These mice were then randomized to receive either lapatinib alone or in combination with C29. The resistant NIC tumours grew robustly despite treatment with a high dose of lapatinib, reaching the maximum tumour volume within a 24-day period (Fig. 7c and Supplementary Fig. 6b). However, concomitant treatment with C29 markedly attenuated tumour growth, and the lapatinib/C29-treated tumours were significantly smaller at the end of the experiment (Fig. 7c, inset). Together, these results indicate an essential role for ERRα in establishing a favourable metabolic context that supports survival on lapatinib insult and favours proliferation of lapatinib-resistant cells, both *in vitro* and *in vivo*.

## Discussion

Mitogenic signalling is a prominent driver of breast tumorigenic processes, and resistance to TKIs is a common issue in the treatment of HER2-amplified breast tumours in the clinical setting. In this work, the global metabolic regulator ERRα is first identified as a transcriptional mediator translating downstream mitogenic signals into a metabolic signature that is impaired on treatment with the RTK inhibitor lapatinib. The present study further uncovers a molecular mechanism sustaining resistance to lapatinib that involves the constitutive re-expression of ERRα through mTOR re-activation in resistant cells. Reactivation of ERRα transcriptional programmes further elicits a suitable metabolic context enabling cell survival despite constant exposure to lapatinib-induced inhibition of HER family RTK signalling. Importantly, this study demonstrates that pharmacological inhibition of ERRα prevents this metabolic adaptation and restores lapatinib sensitivity in resistant cells in culture and mammary tumours *in vivo* (Fig. 7d).

The data presented herein reveal that growth factor signalling modulates the transcriptional activity of ERRα at a genome-wide level in breast cancer cells. Since poor-prognosis breast tumours display enhanced mitogenic signalling and increased activity of ERRα, our data imply that ERRα mediates a specific transcriptional programme in response to growth factor/RTK signalling in poor-prognosis breast tumours. In addition, ERRα directly regulates the expression of the *ERBB2* gene in breast cancer cells in the absence of the oestrogen receptor^28^. Here we show that ERRα in turn regulates tumorigenic processes on stimulation of EGFR/HER2/HER3 signalling, supporting the existence of an ERRα/RTK feed-forward loop further enhancing the mitogenic effect of HER2 in HER2-amplified breast tumours.

The mechanisms underlying the development of TKI resistance in breast cancer cells are diverse, yet they all involve the engagement of survival signals redundant to those transduced by the targeted kinases^6^,^42^. Our observation that the transcriptional profiles of ERRα in lapatinib-resistant cells mirror those observed in growth factor-treated sensitive cells reveals that the resistant cells provide a context favouring a mitogenic-like state affecting ERRα activity despite the constant blockade of EGFR/HER2/HER3 signalling by lapatinib. The observation that re-expression of ERRα in lapatinib-resistant cells depends on mTOR reactivation also denotes an important role of ERRα in breast cancer biology. Re-activation of mTOR signalling has been described as a mechanism potentially contributing to the development of resistance to various TKIs in cancer cells but the downstream mechanisms by which it does so have been largely unknown. The results presented here describe the downstream effects of constitutive mTOR reactivation and support a model by which the consequential re-expression of ERRα, occurring independently of EGFR/HER2/HER3 and downstream effectors signalling, can mediate at least a subset of the mitogenic effects and mTOR functions in resistant cells, despite the sustained inhibition of RTK signalling.

ERRα is a master regulator of energy and cellular metabolism. We demonstrate that lapatinib affects glucose and glutamine fluxes in breast cancer cells. Our observations indicate that re-expression of functional ERRα is required for optimal restoration of glutamine metabolism in resistant cells and that pharmacological inhibition of ERRα activity prevents this metabolic adaptation and desensitizes the cells to lapatinib treatment. Moreover, our data indicate that the constitutive re-expression of ERRα in resistant cells can restore the detoxification capacities and can prevent an increase in the levels of ROS, sustaining cell survival despite the oxidative stress conditions triggered on therapeutic insult (Fig. 7). Several of the genes regulating the oxidative stress response, which have previously been reported as upregulated in lapatinib-resistant cells^21^, are indeed direct targets of ERRα. In addition, the ERRα coactivator PGC-1α was shown to confer improved mitochondrial metabolism and detoxification capacities enabling survival under oxidative stress conditions in aggressive melanoma tumours^43^, and to determine a metabolic transcriptional programme promoting invasion and metastasis in breast cancer^44^. Our functional genomic and metabolomic data coupled with expression profiling suggest that these PGC-1α effects are likely mediated through ERRα in breast cancer cells since the re-expression of ERRα in resistant cells provides the optimal metabolic context required to survive the lapatinib-induced oxidative stress insult.

Importantly, our study suggests that pharmacological inhibition of ERRα activity represents a viable mechanism to counteract lapatinib resistance in breast cancer and to impact on metabolic adaptations occurring in resistant tumours. Our work also demonstrates the value of ERRα inhibition in the context of lapatinib treatment since co-treatment prevented tumour recurrence in 30% of treated mice. This study also supports the value of recent clinical trials assessing the therapeutic benefits of concomitant inhibition of mTOR and of RTK signalling in breast tumours^45^. Our work indicates that targeting further downstream effectors through inhibition of ERRα activity might represent an even more efficient way to impinge on metabolic adaptations triggered by mTOR reactivation. Taken together, our study demonstrates that modulation of ERRα promotes metabolic vulnerabilities that can be exploited therapeutically and supports inhibition of ERRα as an adjuvant therapy in advanced HER2-positive breast cancer.

## Methods

### Immunohistochemistry

MCF-7 cells were pelleted and re-suspended in Matrigel that was either formalin-fixed and processed for paraffin embedding/sectioning or flash-frozen in optimal cutting temperature (OCT) compound. OCT-embedded MCF-7 pellets and frozen breast tumours (ethical clearance) were fixed in a formalin/phosphate buffer (10%, 30 min). All sections were processed for antigen retrieval in heated TET buffer (10 mM Tris, 1 mM EDTA and 0.05% Tween 20, pH 9.0) for 15 min, and ERRα (using the anti-ERRα rabbit monoclonal antibody (Abcam 2131-1; 1:100 dilution)) expression was assessed using the biotin–streptavidin–peroxidase method. Expert pathologist scored epithelial zones according to their nuclear staining (%) and data were analysed using R-Bioconductor package using the boxplot function (R Core Team (2014; http://www.R-project.org/). For mouse tissues, 5-μm sections of formalin-fixed, paraffin-embedded murine mammary tumours were immunohistochemically stained with ERRα antibody (Epitomics; 1:100 dilution).

### Cell culture and antibodies

For all experiments, MCF-7, SKBr3, BT-474, pSKBr3 and LRSKBr3 cells were cultured as described previously^46^ and maintained in DMEM supplemented with 10% fetal bovine serum (FBS) and routinely tested for mycoplasma. Parental cells were obtained from American Type Culture Collection. Lapatinib-resistant cells were derived as previously described^47^ and continuously cultured in the presence of 2 μM lapatinib (LC Laboratories, L-4804). NIC-5231 and LRNIC-5231 cells were maintained in DMEM supplemented with 5% FBS, 5 ng ml^−1^ EGF, 1 μg ml^−1^ hydrocortisone, 5 μg ml^−1^ insulin (all from Wisent) and 35 μg ml^−1^ Bovine Pituitary Extract (Hammond Cell Tech). For acute lapatinib treatment, resistant cells were transferred to DMEM without lapatinib supplementation 24 h before treatment, and pSKBr3 and LRSKBr3 cells were treated with 2 μM lapatinib or dimethylsulphoxide (DMSO; veh) 24 h before harvesting. C29 treatment was carried on at a concentration of 5 μM for 24 h. For rapamycin (Calbiochem 553211) and INK1341 treatments, cells were treated for 48 h before treatment with rapamycin or DMSO (veh). For growth factor treatment, the cells were transferred to serum-deprived DMEM 24 h before treatment with 100 μM EGF (Sigma-Aldrich) or HRG (R&D Systems) or PBS (veh). For proteasome inhibitor experiments, cells were treated with 20 μM MG-132 24 h before harvesting. Pools of siRNAs against ERRα (si*ESRRA*), and control (siC) (ON-Target-Plus siRNA pool) were obtained from Dharmacon. Transfections were performed with Hiperfect (Qiagen). ERRα ChIP assays were performed using an anti-ERRα rabbit monoclonal antibody (Abcam 2131-1) and control antibody anti-rabbit IgG antibody (SantaCruz sc-2027). Western blots on cell extracts were performed using the following antibodies: ERRα (Abcam 2131-1; 1:500 dilution); mTOR (Cell Signaling 2972; 1:500 dilution); S6 (Cell Signaling 2217; 1:1,000 dilution); p-S6 (Ser 240/244, Cell Signaling 2215; 1:1,000 dilution); p-4E-BP1 (Thr 37/46, Cell Signaling, 9459; 1:1,000 dilution); p-4E-BP1 (Thr70, Cell Signaling 9455; 1:1,000 dilution); 4E-BP (Cell Signaling, 9955; 1:1,000 dilution); AMPK (Cell Signaling 2532; 1:500 dilution); p-AMPK (Thr172, Cell Signaling, 2531; 1:200 dilution); α-tubulin (Cell Signaling 4967; 1:2,000 dilution); β-actin (Santa-Cruz sc47778; 1:2,500 dilution); RPLP0 (Abcam ab88872; 1:1,000 dilution); EGFR (Cell Signaling 2232; 1:1,000 dilution); p-EGFR (Tyr1173, Cell Signaling 4407; 1:1,000 dilution); HER2 (Santa Cruz sc-284; 1:500 dilution); p-HER2 (Tyr1221/1223 Cell Signaling 2249; 1:500 dilution); HER3 (Santa Cruz sc-4754; 1:1,000 dilution); p-HER3 (Tyr1289, Santa Cruz sc4791; 1:1,000 dilution); p42/44ERK (Cell Signaling 9102; 1:1,000 dilution); p-p42/44ERK (Tyr202/204 Cell Signaling 9106; 1:750 dilution); AKT (Cell Signaling 9272; 1:1,000 dilution); and p-AKT (Ser473 Cell Signaling 9271; 1:1,000 dilution).

### *In vivo* studies

MMTV-NIC and MMTV-Cre transgenic mice (FVB/N background) have been described previously^37^,^48^. Lapatinib (150 mg kg^−1^) and C29 (10 mg kg^−1^) were administered daily by oral gavage as suspensions in 0.5% hydroxypropylmethylcellulose/0.1% Tween 80 (Sigma). Mice were randomly assigned to treatment groups, and tumour size was assessed in a blinded fashion using calliper measurements. Lapatinib administration in MMTV-NIC mice: female MMTV-NIC mice on a pure FVB/N genetic background were monitored for spontaneous mammary tumour formation. These mice developed mammary tumours with an average latency of 124.6±15.3 days, in line with previously published observations^37^. Once tumours were measurable, mice were randomly assigned to receive lapatinib (150 mg kg^−1^) or vehicle (0.5% hydroxypropylmethylcellulose, 0.1% Tween 80 – Sigma) daily by oral gavage. Group sizes were *n*=5 for vehicle and *n*=6 for lapatinib. Tumours were measured weekly using calipers, and tumour volume was calculated using the formula: 4.18879 × (*L*/2) × (*W*/2)^2^. Drug administration and tumour measurement were performed by distinct individuals and those measuring the tumours and analysing the data were blinded to the treatment received by each mouse. Mice were killed when their total tumour burden reached 5 cm^3^, as per guidelines approved by the McGill University Animal Care Committee. Once all vehicle-treated mice had reached the tumour burden end point (6 weeks following the initiation of the experiment), the experiment was terminated. Lapatinib/C29 administration in an immune-competent allograft model: a mammary tumour in an MMTV-NIC mouse that had relapsed following 6 weeks of treatment with lapatinib was surgically excised and transplanted into the mammary fat pads of female MMTV-Cre mice on the same genetic background (FVB/N). This mouse strain was chosen for its immune toleration to Cre recombinase, which we have found to be immunogenic in non-transgenic FVB/N mice receiving MMTV-NIC tumour transplants. Once tumours had reached a size of 5 × 5 mm (65 mm^3^), the mice were randomly assigned for treatment with lapatinib (150 mg kg^−1^) or lapatinib (150 mg kg^−1^) plus C29 (10 mg kg^−1^) in 0.5% hydroxypropylmethylcellulose/0.1% Tween 80 by daily oral gavage as described above. Group sizes were *n*=8 for lapatinib monotherapy and *n*=9 for lapatinib+C29 combination therapy. Tumour measurements and volume calculations were performed in a blinded fashion as described above. The experiment was terminated after 24 days of treatment when the majority of mice receiving lapatinib monotherapy had reached the maximum tumour size for a single mass (1.5 mm^3^). Average tumour volumes for the two experimental groups at the end of the experiment were compared using an unpaired Student's *t*-test. All animal studies were approved by the McGill University Downtown Campus Animal Facility Care Committee (FACC), which is a branch of the McGill University Animal Care Committee (UACC).

### Patient-derived xenografts

All human participants provided informed consent for this study, and tissue was collected at the McGill University Health Centre in accordance with the protocols approved by the research ethics board (SUR-99-780). All animal studies were approved by the UACC (2014-7514). PDXs were developed from 1–8-mm^3^ fragments of freshly resected breast tumour, submerged in PBS:Matrigel (1:1) (Corning), and transplanted into the fourth mammary fat pad of 5–7 week SCID-beige mice (Charles River) housed under pathogen-free conditions. Tumours were measured twice per week using callipers and collected when the largest tumour dimension reached 10 mm. PDXs were passaged using fragments from collected tumours as described above.

### ChIP assays and ChIP-sequencing

For ChIP-sequencing analyses, chromatin was prepared from SKBr3 or BT-474 cells cultured for 24 h in serum-depleted media and further treated with 100 μM EGF or HRG for 90 min prior harvesting. The ChIP primers are listed in Supplementary Table 8. ChIP-seq analyses were performed as previously described^49^. The sequences generated from ChIP-seq were treated as previously described^49^. Briefly, sequences were aligned to the human genome database (Hg19) using BWA v0.5.9 (ref. 50). Peaks were called using MACS v1.4.1 software (mfold=10, 30; bandwidth=300; *P* value cutoff=1E-5)^51^. Peak annotation, tag directory, bed file generation, merging and *de novo* motif discovery were performed with the Homer package v3.1 (http://biowhat.ucsd.edu/homer/ngs/index.html). Tag heatmaps were obtained with Java TreeView (http://jtreeview.sourceforge.net/). Standard ChIP was performed as described previously^46^. Quantification of ChIP enrichment by real-time quantitative PCR was carried out using the LightCycler480 instrument (Roche). ChIPs are normalized against background enrichment on anti-IgG antibody ChIP control and enrichment on a negative control unbound region. Representative graph of three independent experiments performed in triplicates are shown. Statistical significance of standard ChIP is obtained with unpaired Student's *t*-tests. For ChIP-sequencing, a library of enriched DNA segment following the ChIP experiment was prepared according to the ChIP-sequencing library protocol by Illumina and as previously described. Following quality control with an Agilent Bioanalyser 2100 the libraries were sequenced using an Illumina HiSeq 2000 (McGill University and Genome Quebec Innovation Centre).

### Expression profiling and gene set enrichment

SKBr3 cells were maintained as described and transfected with siRNAs 60 h before collecting. Cells were treated with 100 μM EGF, HRG or veh for 3 h or with 2 μM lapatinib for 24 h before RNA extraction with the RNeasy Mini Kit (Qiagen) and reverse transcribed using Superscript II (Invitrogen) and analysed by quantitative RT–PCR with SYBR-green (Roche). For expression profiling, RNA was hybridized to Illumina HT12-v4 Expression BeadChIP array according to the manufacturer's protocol. Expression data were normalized using the lumi normalization function in FlexArray (http://genomequebec.mcgill.ca/FlexArray). Differential gene expression was computed using the SAM function in FlexArray, and statistical test for fold changes were performed using Student's *t*-tests. Normalized data and differentially expressed genes were used as input for determining gene set enrichment analysis (GSEA) using the GSEA software^52^,^53^ and Ingenuity Pathways Analysis software using canonical pathways (Ingenuity(R) Systems, (Ingenuity(R) Systems, http://www.ingenuity.com/ (IPA)).

### Ingenuity pathway analyses for ChIP-seq

ERRα ChIP-seq target genes found within ±10 kb of binding site were analysed for significant biological pathways using Ingenuity Pathways Analysis software. Fisher's exact test was used to calculate *P* values representing the probability of association between genes in the data set and the canonical pathways.

### Cell proliferation and migration assays

For cell proliferation assays, cells were maintained as described above, seeded in 24-well plates and treated with 5 μM C29 or veh for 24, 48, 72 or 96 h. Cell viability was assessed using crystal violet as previously described^28^. For migration assays, cells were transferred to CIM-16 migration plates (Roche). Cells were allowed to migrate towards FBS and were monitored in real time using Xcelligence RTCA DP instrument (Roche). Statistical significance was calculated using Student's *t*-test and analysis of variance. For glutamine deprivation, cells were seeded in 96-well plates in either complete media or in glutamine-depleted media (+10% dialysed serum). Next day, cells were treated with 5 μM C29 or vehicle and transferred to IncuCyte ZOOM Live cell analysis system (Essen BioScience) and proliferation was monitored using IncuCyte ZOOM phase-contrast quantification software (2014A). For antioxidant treatments, resistant cells were plated in 96-well plates in presence of lapatinib. The next day, cells were treated with either 500 μM *N*-acetylcysteine or 500 μM 6-hydroxy-2,5,7,8-tetramethylchroman-2-carboxylic acid (Trolox), in presence or absence of 5 μM C29. The cells were transferred to the IncuCyte ZOOM Live cell analysis system (Essen BioScience) and quantified as described above.

### Live cell imaging and ROS quantification

Lapatinib-resistant SkBr3 cells were seeded in 24-well plates at a density of 2 × 10^4^ per well and treated with lapatinib alone (2 μM) or lapatinib+C29 (5 μM) for 48 h. Cells were then stained with 5 μM H2DCFDA (Thermo Fisher, D399) for 30 min under normal growth conditions and imaged in phenol-red free DMEM at 37 °C and 5% CO_2_ using a Zeiss Axiovert 200M equipped with a Zeiss LD A-Plan × 20 objective. Total and DCFDA-positive cells in a minimum of 10 independent fields (at least 1,000 total cells per condition) were quantified using ImageJ. The experiment was performed three times and statistical significance was determined using Student's *t*-test.

### GC/MS, LC/MS and mass isotopomer distribution analysis

Gas chromatography/mass spectrometry (GC/MS), liquid chromatography/MS (LC/MS) and Mass Isoprotomer Distribution analysis are described in Supplementary Methods. Briefly for GC/MS, pSKBr3 and LRSKBr3 cells were seeded in triplicate in 35-mm plates, grown to 50% confluence and treated with control (DMSO 0.1%) and/or Lapatinib and/or C29 for 24 h before changing media to 1 ml DMEM high glucose supplemented with 10% dialysed FBS (Wisent) and either 10 mM U-^13^C_6_-glucose (uniformly labelled, Cambridge Isotope Laboratories, CLM-1396, 99%) or 2 mM U-^13^C_5_-glutamine (Cambridge Isotope Laboratories, CLM-1822, 97-99%). After 30 min pulses, cells were collected and metabolites were derivatized using *N*-*tert*-Butyldimethylsilyl-*N*-methyltrifluoroacetamide (MTBSTA, 394882, Sigma) and subjected to GC/MS. For LC/MS analysis of glutamine flux into glutathione, parental and lapatinib-resistant SkBr3 cells were grown in DMEM containing 2 mM ^13^C_5_-labelled glutamine (CML-1822; Cambridge Isotope Laboratories, Inc.) or unlabelled glutamine for 6 h. Metabolites were then extracted for LC/MS and analysed as described in Supplementary Methods (Supplementary Tables 9 and 10). Matrix corrections for tracer analysis were carried out as described^54^.

### Data availability

All microarray and sequencing raw and processed data have been deposited in the GEO repository and are available under the accession numbers GSE81546 and GSE81651, respectively.

## Additional information

**How to cite this article:** Deblois, G. *et al*. ERRα mediates metabolic adaptations driving lapatinib resistance in breast cancer. *Nat. Commun.* 7:12156 doi: 10.1038/ncomms12156 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6, Supplementary Tables 1-10, Supplementary Methods and Supplementary References.

## Figures and Tables

**Figure 1:**
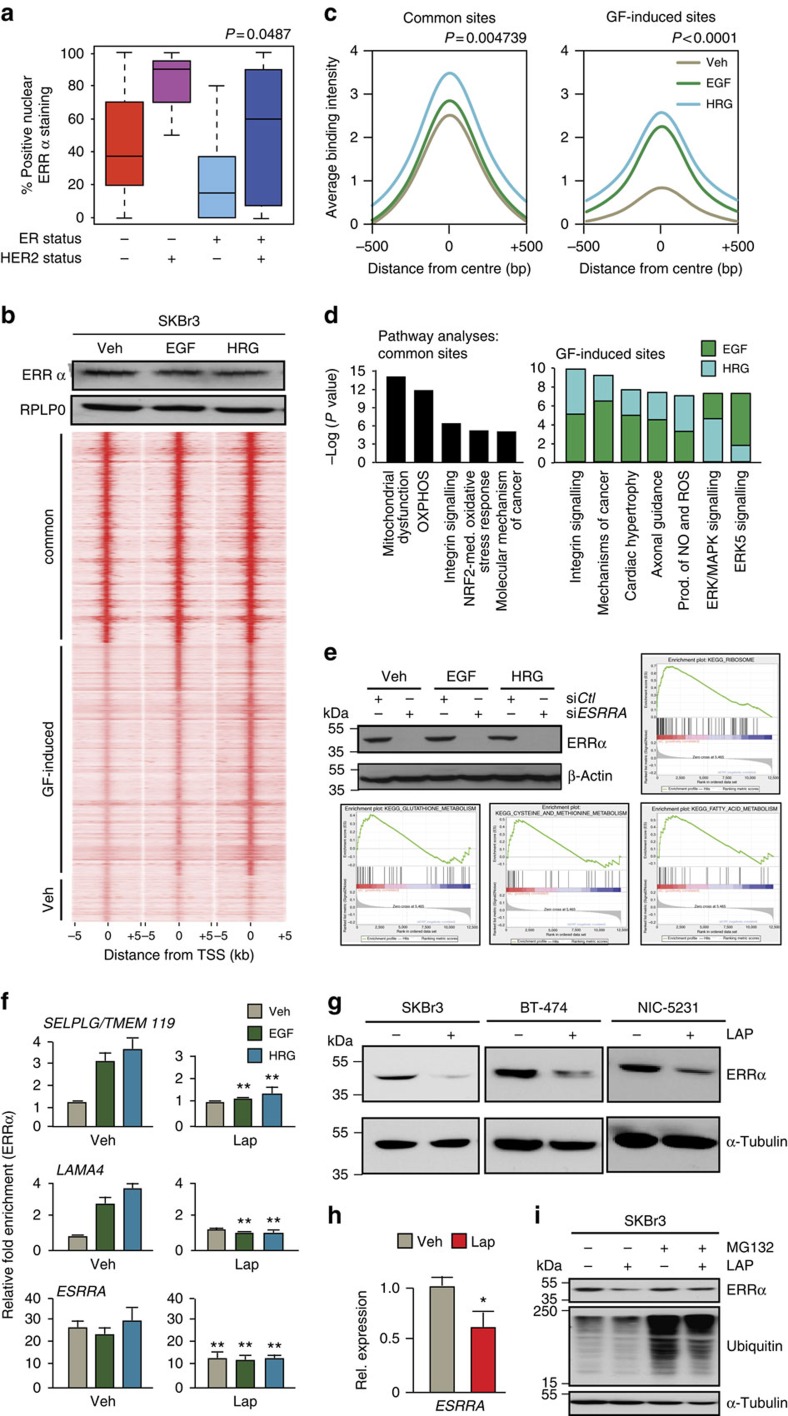
RTK-dependent ERRα activity in breast cancer cells. (**a**) Box plot depicting the % of nuclei positive ERRα by immunohistochemical staining in human breast tumour samples classified in various subtypes. Significance determined by one-way analysis of variance (ANOVA; *P*=0.0487). (**b**) Heatmap showing the intensities of ERRα binding of peaks determined by ChIP-seq in SKBr3 cells on 90 min stimulation with EGF (100 μM) or HRG (100 μM) or vehicle (veh), and clustered according to overlapping or growth factor-specific peaks by Homer. Below: western blot of ERRα and RPLP0 as loading control. (**c**) Average binding intensity of ERRα recruitment in the region ±500 bp around the centre of the peaks bound in all conditions (common sites) or induced on growth factor treatment (GF-induced). Statistical significance calculated by one-way ANOVA. (**d**) Enrichment of canonical pathway analysis classified according to –log(*P* value) generated by IPA for target genes displaying ERRα recruitment at ±20 kb from their transcriptional start site, in serum-starved conditions or on growth factor treatment. (**e**) Gene set enrichment of KEGG pathways enriched on depletion of ERRα in SKBr3 cells and specifically observed on treatment of cells with growth factors (false discovery rate<25%). siRNA-mediated depletion of ERRα is monitored by western blot analysis in all the conditions studied (upper left panel). (**f**) Standard ChIP analysis of genomic enrichment of ERRα recruitment to growth factor-reprogrammed sites in SKBr3 cells on treatment with vehicle or lapatinib. (**g**) Western blot depicting the expression of ERRα in SKBr3, BT-474 and NIC-5231 breast cancer cells on treatment with lapatinib. (**h**) Relative mRNA expression of *ESRRA*, a known target gene of ERRα in SKBr3 cells on lapatinib treatment. (**i**) Expression of ERRα and ubiquitin in SKBr3 cells treated with lapatinib or veh in the presence or not of the proteasome inhibitor MG-132. All statistical significance is calculated for results in lapatinib-treated cells relative to vehicle (veh) using three independent replicates. Error bars represent s.e.m., statistical significance is calculated using two-tailed unpaired *t*-test; *P<0.05; **P<0.01.

**Figure 2:**
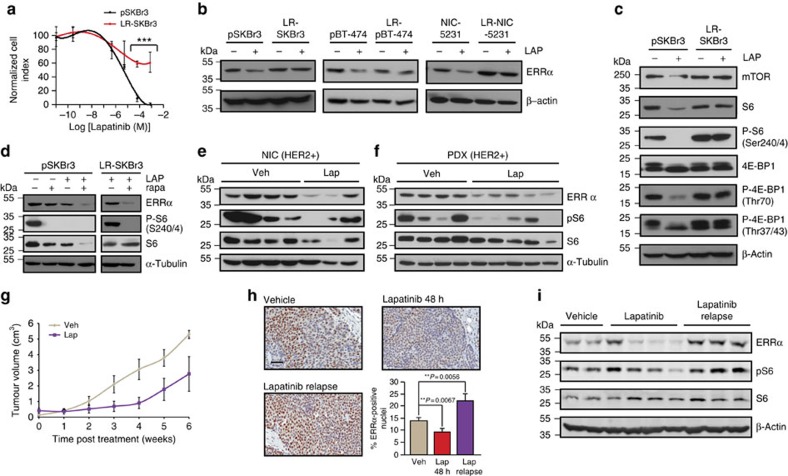
mTOR-dependent re-expression of ERRα in lapatinib-resistant cells. (**a**) Dose-dependent curves of normalized cell index for pSKBr3 and for lapatinib-resistant SKBr3 (LRSKBr3) cells on C29 treatment and exposed to varying concentration of lapatinib. Error bars are s.d.'s from three independent replicates, statistical significance is calculated in C29-treated cells relative to vehicle using unpaired Student's *t*-test (**P<0.01; ***P<0.001). (**b**) Expression of ERRα or veh treatment (left panel). Expression of ERRα in parental (pSKBr3) and in LRSKBr3 cells, in parental and in lapatinib-resistant BT-474 and in parental (NIC-5231) and in resistant cells on 24-h lapatinib or veh treatment. (**c**) Expression of mTOR, S6, P-S6, 4E-BP and P-4E-BP in pSKBr3 and LRSKBr3 cells on 24-h lapatinib or veh treatment. (**d**) Expression of ERRα, S6 and P-S6 in pSKBr3 (left) and LRSKBr3 (right) cells on 24-h lapatinib or veh treatment in presence or absence of rapamycin treatment. (**e**) Expression of ERRα in ERBB2-dependant mouse mammary NIC tumours following acute treatment with lapatinib for 48 h (left panel). (**f**) Expression of ERRα in HER2-positive PDX tumour following treatment with lapatinib for 48 h. (**g**) Growth curves representing the tumour volume of ERBB2-dependant mammary NIC tumors upon long-term lapatinib (*n*=6) or veh (*n*=5) treatment. Error bars are SEM. (**h**) Immunohistochemical (IHC) staining of ERRα expression in NIC tumours. Bottom right panel—quantification of IHC staining. Scale bar, 50 μM. Error bars are s.e.m., *P* values generated using unpaired Student's *t*-tests. (**i**) Expression and activity of ErbB2 and downstream effectors in ErbB2-dependant NIC mouse mammary tumours following acute treatment with lapatinib for 48 h and on lapatinib relapse.

**Figure 3:**
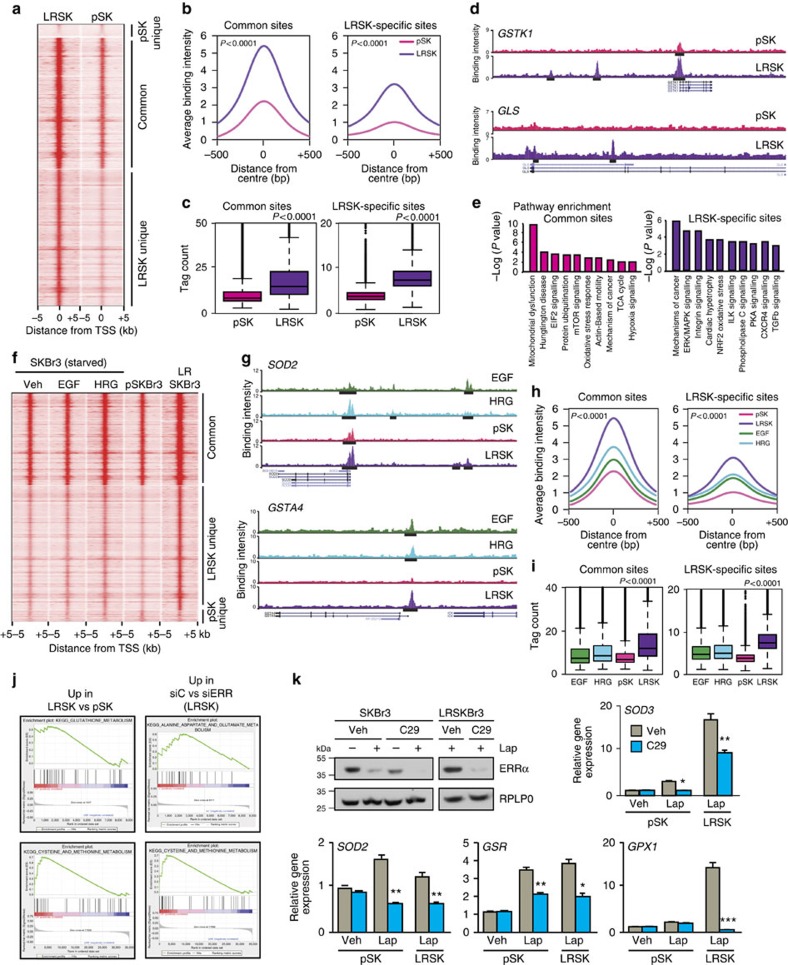
Reprogramming of ERRα activity in lapatinib-resistant cells. (**a**) Intensities of ERRα-binding events in LRSKBr3 and pSKBr3 cells. Segments are clustered according to peak detection. (**b**) Average binding intensity of ERRα recruitment in the region ±500 bp around the centre of the peaks in both pSKBr3 and LRSKBr3 cells (left panel) or in sites bound only in LRSKBr3 cells (right panel). Statistical significance calculated by standard unpaired *t*-test. (**c**) Distribution of tag counts across the peaks determined by ERRα ChIP-seq both in parental and resistant SKBr3. Statistical significance calculated by standard unpaired *t*-test. (**d**) Binding profiles for ERRα on lapatinib-resistant-reprogrammed sites in SKBr3 cells treated with EGF or HRG, and in pSKBr3 cells and LRSKBr3 cells maintained in lapatinib. (**e**) Enrichment of canonical pathway analysis generated by IPA for target genes displaying ERRα recruitment at ±20 kb from their transcriptional start site. (**f**) Intensities of ERRα-binding events in SKBr3 cells for each peak determined from ERRα ChIP-seq on veh, EGF or HRG, and in pSKBr3 cells and LRSKBr3 cells maintained in lapatinib and clustered according to peaks commonly bound by ERRα of in parental and resistant cells or uniquely bound in LRSKBr3 cells. (**g**) Binding profiles for ERRα in lapatinib-resistant-reprogrammed sites located in promoters and enhancers of genes regulating glutathione metabolism, in SKBr3 cells treated with EGF or HRG and in pSKBr3 cells and LRSKBr3 cells maintained in lapatinib. (**h**) Average binding intensity of ERRα recruitment in the region ±500 bp around the centre of the peaks bound by ERRα in both pSKBr3 and LRSKBr3 cells (left panel) or in sites bound only in LRSKBr3 cells (right panel). Statistical significance calculated by one-way analysis of variance (ANOVA). (**i**) Distribution of tag counts across the different peaks determined by ERRα ChIP-seq in parental and resistant SKBr3 and in SKBr3 cells treated with growth factors. Statistical significance calculated by one-way ANOVA. (**j**) Gene set enrichment of KEGG pathways associated to genes differentially regulated between parental and resistant SKBr3 cells (left panel; false discovery rate (FRD)<25%). GSEA enrichment on depletion of ERRα in LRSKBr3 cells (right panel; FDR<25%). siRNA-mediated depletion of ERRα (upper left panel). (**k**) Expression of ERRα target genes involved in oxidative stress response and glutathione synthesis. Error bars are s.d. on three independent replicates, statistical significance is calculated using unpaired Student's *t*-test (**P<0.01; *P<0.05). Top left panel: western blot showing the decrease in ERRα expression on C29 treatment both in parental and resistant SKBr3 cells.

**Figure 4:**
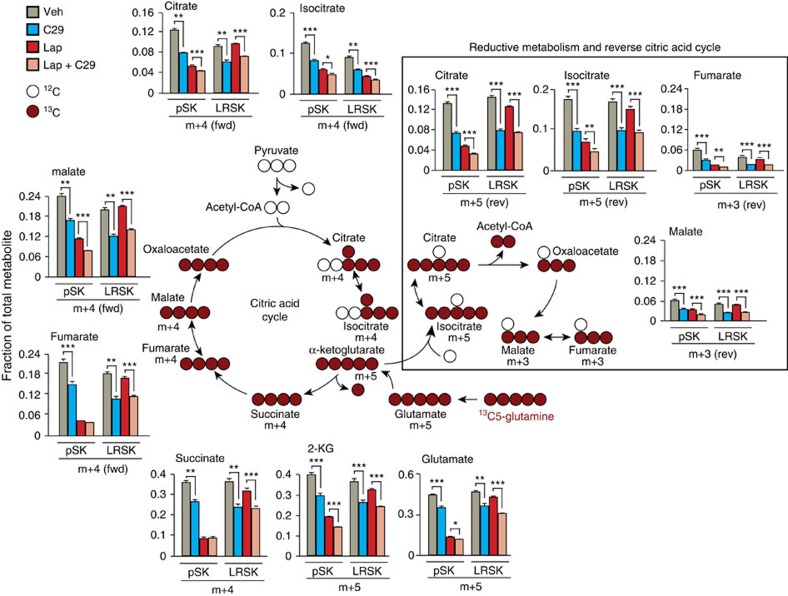
ERRα restores the glutamine flux in lapatinib-resistant cells. Schema representing the flux of ^13^C5-labelled glutamine through the citric acid cycle in forward and reverse directions. Isotope-labelled carbon is shown in red, and total change in metabolite mass is indicated. Bar charts show quantification of the fraction of intermediate metabolites produced from the flux of ^13^C5-labelled glutamine in pSKBr3 and LRSKBr3 cells on lapatinib treatment and pharmacological inhibition of ERRα with C29. Fraction of labelled intermediate metabolites issued from the TCA cycle is detected for both the forward (outside box) and reverse (inside box) cycle flux. Each graph represents three independent experiments performed in triplicate, error bars are s.e.m., statistical significance is calculated using two-tailed unpaired *t*-test; *P<0.05; **P<0.01; ***P<0.001. Western blot depicts the expression of ERRα in pSKBr3 and LRSKBr3 cells on 24-h lapatinib and/or C29 treatment.

**Figure 5:**
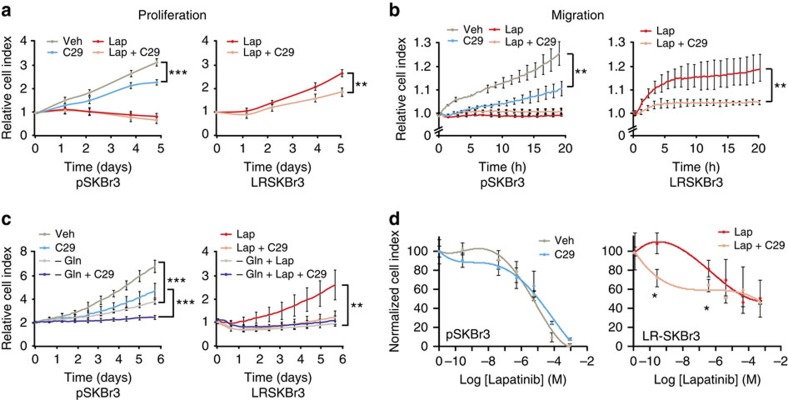
Suppression of ERRα and glutamine sensitize cells to lapatinib. (**a**) Normalized cell index curves representing proliferation in pSKBr3 (left panel) and LRSKBr3 (right panel) cells on treatment with lapatinib and in presence or absence of the ERRα inhibitor C29 treatment. (**b**) Migration curves in pSKBr3 (left panel) and LRSKBr3 (right panel) cells on lapatinib and C29 treatment. (**c**) Normalized cell index curves representing proliferation in pSKBr3 (left panel) and LRSKBr3 (right panel) cells on depletion of L-glutamine from the growth media in presence or absence of the ERRα inhibitor C29. (**d**) Normalized cell index curves representing the survival of parental (left panel) and lapatinib-resistant (right panel) SKBr3 cells on increasing doses of lapatinib treatment. All error bars are s.d. from three independent experiments, statistical significance is calculated with a two-tailed unpaired *t*-test; *P<0.05; **P<0.01; ***P<0.001.

**Figure 6:**
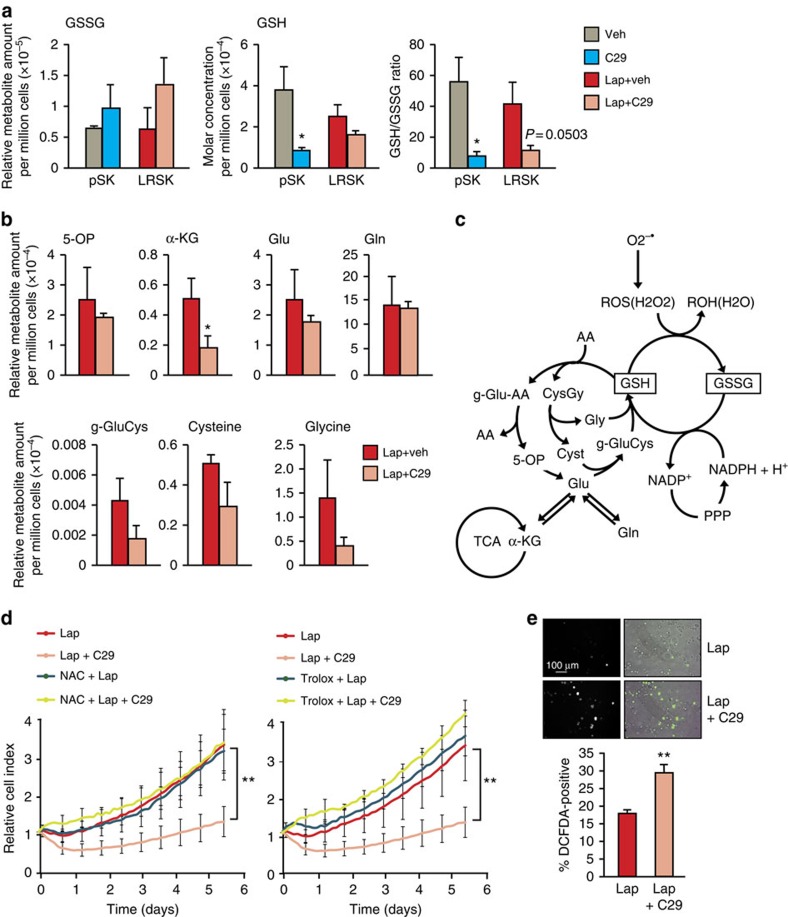
ERRα-driven metabolic adaptations restore detoxification capacity. (**a**) Quantification of the absolute and relative levels of GSH/GSSG in pSKBr3 or LRSKBr3 cells on lapatinib and C29 treatment. (**b**) Quantification of the absolute and relative levels of intermediate metabolites of the glutathione synthesis pathway in pSKBr3 or LRSKBr3 cells on lapatinib and C29 treatment. (**c**) Schematic diagram illustrating glutathione metabolism and ROS detoxification in relation to other metabolic pathways. Green, downregulated on C29 treatment in LRSKBr3 cells; red, upregulated; blue, unchanged. (**d**) Normalized cell index curves representing the survival of lapatinib-resistant SKBr3 cells on treatment with the antioxidant compounds *N*-acetylcysteine (NAC; 500 μM) or Trolox (500 μM) in presence or absence of the ERRα inhibitor C29. (**e**) Live imaging (top panel) and quantification (bottom panel) of lapatinib-resistant SKBr3 cells stained using DCFDA to detect ROS in the presence of lapatinib alone or in combination with the ERRα inhibitor C29. All error bars are s.d. from three independent experiments, statistical significance is calculated using two-tailed unpaired *t*-test; *P<0.05; **P<0.01.

**Figure 7:**
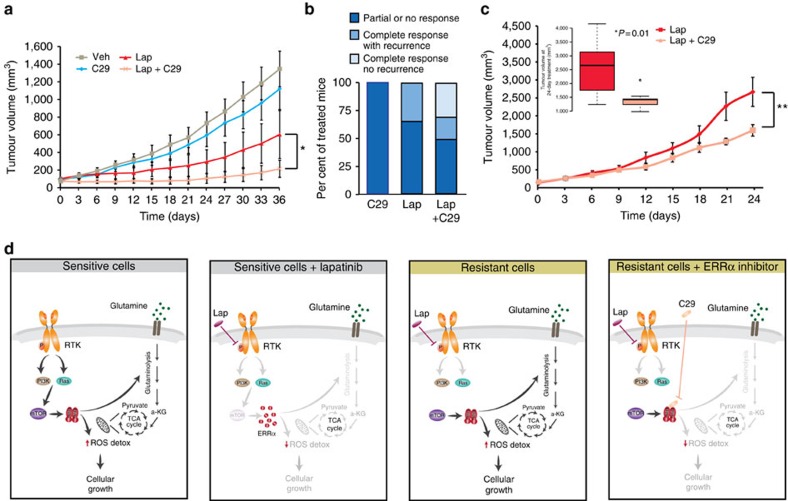
Inhibition of ERRα impairs the growth of lapatinib-resistant tumours. (**a**) Lapatinib-naive murine ErbB2-driven mammary tumours were transplanted into the mammary fat pads of MMTV-Cre mice. Growth curves indicate the response of the tumours to vehicle (*n*=8), C29 monotherapy (*n*=9), lapatinib monotherapy (*n*=12) and lapatinib/C29 combination therapy (*n*=10). *P<0.05, one-way analysis of variance (ANOVA) with Tukey's post-test. (**b**) Quantification of the therapeutic response and recurrence in response to sustained treatment with lapatinib and C29 individually and in combination. Partial or no response was defined as no effect of treatment on tumour growth or a reduced rate of growth with incomplete tumour regression. Complete response was defined as total regression of the tumour mass to a non-palpable state. Recurrence was defined as the regrowth of any palpable tumour mass within the follow-up period of 20 weeks. (**c**) A lapatinib-resistant murine ErbB2-driven mammary tumour was transplanted into the mammary fat pads of MMTV-Cre mice. Growth curves indicate the response of the tumours to lapatinib monotherapy (*n*=8) and lapatinib/C29 combination therapy. **P<0.01, one-way ANOVA with Tukey's post-test. Box plot shows the tumour size for both treatment groups at the end of the experiment. *P* value was generated by comparing the mean tumour size using an unpaired Student's *t*-test. (**d**) A working model of the role of the mTOR-ERRα axis in dictating the metabolic response of ERBB2-driven breast cancer cells to lapatinib and the potential for ERRα antagonists to counteract lapatinib resistance in those cells.

How the deposited data were processed for this re-analysis (not part of the article)

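ERRα ChIP-seq was analysed in SKBr3 and BT-474 cells treated with vehicle, EGF or HRG, and in parental pSKBr3 and lapatinib-resistant LRSKBr3 cells. The 19 sequenced samples are ChIP and input libraries, and the authors deposited 8 peak lists made from them. The SKBr3, pSKBr3 and LRSKBr3 lists each rest on 2 pooled ChIP libraries and 1 input library. The BT-474 lists each rest on 1 ChIP library, with the input of vehicle-treated cells shared between them. No other data of the study were used here.

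The authors aligned the reads to hg19 (GRCh37) with BWA and called peaks with MACS at a P value cutoff of 1e-05. The score deposited with each peak is the authors' own value, which MACS gives as -10 log10 of the P value of the peak. The lowest score in each list was 50, the value that the cutoff corresponds to. Many strong peaks share a score of 3100, and the highest score in any list was 3233. A score depends on the depth of its library and was used only within its own list. The lists hold no tag counts, and the depth of the libraries is unknown. Intervals around shares are Wilson intervals at a confidence level of 95% and cover counting error only, not the spread between cultures. Since each condition has 1 list, no test of a treatment was made and no P value is given across sites or genes.

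Peaks of the lists under comparison that overlapped by at least 1 bp, directly or through another peak, were merged into a site. Sites of the SKBr3 and BT-474 lists were classed as common, growth factor-induced (called on EGF and/or HRG but not vehicle), vehicle only, or vehicle and 1 growth factor. Sites of the pSKBr3 and LRSKBr3 lists were classed as common or specific to a line. Pairwise numbers count the peaks of a list with no overlapping peak in the other list. Similarity of lists is the number of shared sites over all sites. The overlap that positions give by chance was taken from 1000 circular shifts within chromosomes, with a random seed of 1. Shares of pSKBr3 and LRSKBr3 sites on growth factors were also taken among sites without an SKBr3 vehicle peak, a step added after the first shares were seen.

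Motifs were sought in the GRCh37 sequence within 100 bp of each peak centre, on both strands, as the words TCAAGGTCA (ERRE) and TGACTCA or TGAGTCA (AP-1). Flanking windows of equal width lay 2 kb to each side. Within a list, peaks with and without a peak in another list were also compared after matching them on score. A promoter is the region within 1 kb of a transcription start. Similarity to the LRSKBr3 list was also computed without promoter peaks, a step added after the results were seen. GC content is that of the window searched for motifs.

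Gene starts were those of the 19794 protein-coding genes of the GENCODE annotation lifted to GRCh37. A gene counts as near a site when a start lies within 20 kb of the centre of the peak. Exclusive genes are near a specific site and have no control peak (SKBr3 vehicle or pSKBr3) in range. The families of oxidative phosphorylation (90 genes) and glutathione metabolism (35 genes) were fixed by symbol beforehand. The families of integrins (26 genes) and receptor tyrosine kinases (58 genes) were added once the peak lists had been opened, before gene sets were made. A family's number of bound genes was ranked among 10000 random lists of the same size, drawn from the protein-coding genes and ties counted in equal parts as below and above. Random lists from genes without a control peak were added after the first values were seen. For the overlap of LRSKBr3-exclusive and growth factor-exclusive genes, percentiles from 2 backgrounds of bound genes were computed and dropped, because each background fixes the overlap by construction.

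The genes named in the text are those the paper names for ERRα binding, apart from a gene whose result is not reported here, together with the 2 sites of highest score in each class. Further genes were named only where a count was small, and the text says that they were chosen afterwards. The alternatives concerned the P threshold (1e-10 and 1e-08), the overlap that counts as shared (50% of both peaks, or centres within 100 bp or 500 bp), lists of equal size, chromosome Y left out, the definition of growth factor-induced sites, the motif words and windows, the distance to a start (10 kb) and the background of random lists.

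The merging of sites, the motif search and the assignment of genes were tested on simulated data. All 6000 simulated sites received their class, and 417 of 417 planted AP-1 words and 253 of 253 genes in range were found. The work was done with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.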

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

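The test of the strong BT-474 peaks, the test of the vehicle-only sites and its division by chromosome were chosen after the results they bear on had been seen.

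The change in the number of peaks on EGF went in opposite directions in the lines, with a change of 1.19% in SKBr3 cells and of -16.8% in BT-474 cells. It was looked at again because the same treatment moved the lines apart. The difference was not tested, since each condition has 1 list. With P at most 1e-10, the BT-474 EGF list held 15279 peaks against 22133 on vehicle, a larger relative fall. The SKBr3 EGF list then held 21411 peaks against 20243 on vehicle. A BT-474 EGF library of lower depth is a candidate explanation. It predicts that EGF loses the weak peaks of the vehicle list, and this was seen: 0.93% (interval 0.743–1.16%) of the strongest of 4 equal groups of vehicle peaks by score had no EGF peak, against 75.9% (interval 74.9–76.8%) of the weakest group. A weaker response at weak sites would look alike. Peaks missing from the compared lists ranked low elsewhere too, with a median percentile of 23.9 for SKBr3 vehicle-only and 16.5 for pSKBr3-only peaks. The gradient therefore cannot decide for a lower depth. A difference between the lines in their response to EGF stays open, as do the authors' peak calling on a single ChIP library in BT-474 cells and a GC preference of the library, which was not tested in this line.

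Chromosome 7 held 24.3% of the SKBr3 vehicle-only sites, against 3.98% of the common sites. It was looked at again because the paper does not report where vehicle-only sites lie. If calls had piled up in amplified or otherwise abnormal regions without receptor binding, the ERRE would be no more frequent than in the flanks. It was at 1.56% (interval 1.11–2.2%) of the vehicle-only sites on chromosome 7, where the flanks had 0.146%, so piled-up calls without binding are argued against as the whole cause. The share on the other chromosomes was 5.83% (interval 5.28–6.43%), so a part of the chromosome 7 sites may still be such calls. The growth factor-induced sites had 9.2% on chromosome 7. A copy number gain that differs between cultures or libraries was not tested, and no biological explanation was tested.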

How the results depend on the processing

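The alternatives were set before the data were examined, except for the added gene families, the random lists from genes with no control peak the overlap of exclusive genes, the shares among sites with no vehicle peak and the similarity without promoter peaks, which were chosen after the data were seen. A count was taken as unchanged within 1.5 times of the reported count, and a share or percentile within its 95% interval. Of the values for the main comparisons, 116 were unchanged and 141 moved. Among the values of single genes, single lists and further classes, 80 were unchanged and 132 moved. No paired analysis was possible because the lists pool the replicates, and leaving out each replicate in turn was not possible for the same reason. Since the depth of the libraries is unknown, the numbers of peaks and the sizes of the classes cannot be corrected for it.

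Stricter thresholds remove peaks by construction. With P at most 1e-10, the lists held 20243 peaks (SKBr3 vehicle), 21411 (SKBr3 EGF), 23891 (SKBr3 HRG), 14023 (pSKBr3), 26502 (LRSKBr3), 22133 (BT-474 vehicle), 15279 (BT-474 EGF) and 25579 (BT-474 HRG). SKBr3 cells then had 14759 growth factor-induced sites, 4490 vehicle-only sites and 4266 sites on vehicle and 1 growth factor. BT-474 cells had 8114 growth factor-induced sites, fewer than their common sites, while pSKBr3 and LRSKBr3 cells had 12634 common and 1011 pSKBr3-only sites. With P at most 1e-08, there were 5474 vehicle-only sites in SKBr3 cells and 1335 pSKBr3-only sites. BT-474 cells then had 10223 growth factor-induced sites, fewer than their 14739 common sites. In SKBr3 cells the growth factor-induced sites outnumbered the vehicle-only sites under each threshold and overlap rule. Their definition, a call on EGF or HRG, favours them over sites that must be missing from both.

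The overlap rule changed the classes most where peak centres had to lie within 100 bp, which splits sites by construction. SKBr3 cells then had 8868 common, 39419 growth factor-induced and 15247 vehicle-only sites, BT-474 cells 8542, 39154 and 14917, and the resistant-cell comparison 10166 common and 12373 pSKBr3-only sites. The pSKBr3-only sites numbered 6032 when 50% of both peaks had to overlap and 5479 with centres within 500 bp. Growth factor-induced sites defined by binding on both EGF and HRG numbered 5042 in SKBr3 and 1941 in BT-474 cells, in both lines fewer than the vehicle-only sites; the narrower definition removes sites by construction. Lists of equal size gave 16960 common sites, 12171 growth factor-induced sites and 5128 sites on vehicle and 1 growth factor in BT-474 cells. They gave 6502 LRSKBr3-only and 5839 pSKBr3-only sites, whose near equality follows from the equal sizes.

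Within-list ranks kept their order, with common sites above specific sites under each overlap rule. The median percentile of HRG peaks at common sites was 70.1 with centres within 100 bp and 72.1 within 500 bp, and that of growth factor-induced peaks 42.1 and 36.0, or 34.6 with 50% of both peaks. In the LRSKBr3 list, common peaks had 72.0, 73.2 and 73.5 under these rules, and LRSKBr3-only peaks 41.4, 33.1 and 33.9. The cause was not tested.

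The share of LRSKBr3-only sites on growth factors but not vehicle was 26.0% with 50% of both peaks, 25.9% with centres within 500 bp and 19.4% within 100 bp. It was 27.7% with P at most 1e-10, 24.8% in lists of equal size and 7.77% when binding on both growth factors was required, which removes sites by construction. Common sites had 17.6% with 50% of both peaks, 20.4% with centres within 100 bp, 17.8% with P at most 1e-10, 17.5% in lists of equal size and 5.77% on both growth factors. Sites with a vehicle peak are left out of this class by construction, so the shares of LRSKBr3-only and common sites cannot be compared directly. Among sites with no vehicle peak they were 43.6% and 76.8%. Overlap of LRSKBr3-only sites with the vehicle list was 35.4% with 50% of both peaks, 23.4% and 32.3% with centres within 100 and 500 bp, 37.0% and 36.3% with P at most 1e-10 and 1e-08, and 40.7% in lists of equal size. Overlap with the HRG list was 40.7%, 22.5%, 37.3%, 44.2%, 43.9% and 39.1% in the same order. In lists of equal size and with centres within 100 bp, the vehicle list thus exceeded the HRG list. Common sites overlapped the vehicle list in 74.0% with 50% of both peaks, 58.3% and 72.2% with centres within 100 and 500 bp, and 74.2% in lists of equal size. Their overlap with HRG was 79.6%, 52.4%, 77.1% and 79.8% in the same order. Beyond the narrower definition and the sites left out, the cause was not tested.

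Similarity to the LRSKBr3 list changed its order. With 50% of both peaks it was 41.6% for HRG, 39.7% for vehicle, 39.1% for EGF and 36.0% for pSKBr3. With centres within 500 bp it was 39.0% (HRG), 37.7% (pSKBr3), 37.6% (vehicle) and 36.7% (EGF), and within 100 bp 21.8% (vehicle), 19.7% (EGF), 19.5% (pSKBr3) and 18.5% (HRG). With P at most 1e-10 it was 50.0% for HRG and 46.0% for both pSKBr3 and vehicle, and with P at most 1e-08 it was 49.5% for HRG, 46.1% for pSKBr3 and 45.1% for vehicle. Lists of equal size gave 56.4% for pSKBr3, 50.6% for HRG, 47.5% for vehicle and 44.5% for EGF. Without promoter peaks it was 43.8% for HRG, 42.5% for EGF, 41.8% for vehicle and 39.8% for pSKBr3. The cause was not tested.

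Wider windows and looser words contain a motif more often by construction. With the looser ERRE word, the share was 19.1% at SKBr3 growth factor-induced sites, 15.7% at SKBr3 vehicle-only sites, 14.3% and 13.9% at the corresponding BT-474 sites, 24.2% at sites common to pSKBr3 and LRSKBr3 cells and 26.6% at LRSKBr3-only sites. Over whole peaks, it was 8.76%, 9.96%, 12.0%, 9.55%, 17.5% and 14.6% in the same order. The looser AP-1 word gave 56.4%, 45.3%, 46.5%, 42.3%, 45.7% and 50.0% in this order, and whole peaks 39.3%, 24.7%, 34.0%, 25.8%, 33.1% and 28.6%. The flanks of whole peaks had AP-1 in 28.4% for common and 21.8% for LRSKBr3-only sites, so the lower share of the LRSKBr3-only sites goes with lower flanks, while SKBr3 growth factor-induced sites stayed above vehicle-only sites under each setting. With P at most 1e-10, the ERRE was at 5.59% of SKBr3 vehicle-only sites, 5.82% of BT-474 growth factor-induced sites, 4.31% of BT-474 vehicle-only sites, 6.66% of common and 6.84% of LRSKBr3-only sites. AP-1 was then at 14.4% of SKBr3 growth factor-induced, 10.4% of BT-474 growth factor-induced and 3.71% of BT-474 vehicle-only sites. For the threshold, the cause was not tested.

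Gene families moved where the family was counted only over genes with no control peak, which leaves fewer genes by construction. The growth factor-exclusive share was then 45.5% for glutathione metabolism, 40.0% for integrins and 44.4% for receptor tyrosine kinases, and the LRSKBr3-exclusive share of glutathione metabolism was 45.5%. With P at most 1e-10, the growth factor-exclusive share of integrins was 34.6%. The share of LRSKBr3-exclusive genes that were also growth factor-exclusive was 53.3% within 10 kb of a start and 52.3% with P at most 1e-10. For the threshold and the distance, the cause was not tested.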

Differences from the paper's values

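The vehicle-only sites made up 17.2% of the SKBr3 sites in the 3 clusters (common, growth factor-induced and vehicle only), where the paper's value is about 9.4% in Fig. 1b, read by eye from the height of the blocks. None of the alternatives set before the data were examined closed the gap. The share was 14.8% with P at most 1e-10, 15.4% with P at most 1e-08, 18.3% with 50% of both peaks, 19.3% with centres within 500 bp, 24.0% within 100 bp, 19.5% in lists of equal size, 17.2% without chromosome Y and 28.5% when growth factor-induced sites had to be bound on both EGF and HRG.

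The paper states that sites found in resistant but not in parental cells are usually bound specifically on growth factors in SKBr3 cells. The paper shows this by binding intensities and profiles (Fig. 3f,g), which the lists do not hold, so the shares below are of another measure. By overlap of called peaks, 28.4% of the LRSKBr3-only sites had an EGF and/or HRG peak but no vehicle peak, and 34.7% overlapped a vehicle peak. Among sites with no vehicle peak, a restriction chosen after the first shares were seen, 43.6% of LRSKBr3-only sites and 76.8% of sites common to both lines overlapped an EGF and/or HRG peak. For pSKBr3-only sites the share was 27.5% (interval 25.6–29.4%). Scores were not matched in this comparison. Over all sites, LRSKBr3 peaks had a median score percentile of 74.4 at common and 30.3 at LRSKBr3-only sites.

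The paper shows glutathione-related genes among sites reprogrammed in resistant cells. GSTA4 had a peak in LRSKBr3 and not in pSKBr3 cells, but its score in the SKBr3 vehicle list was 123.2, so it was called without growth factors as well. At SOD2, the pSKBr3 list had 3 peaks within range and the SKBr3 vehicle list 2.

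The paper states that AP-1 joins the ERRE after EGF or HRG in both lines. In BT-474 cells, the AP-1 word was at 6.36% of EGF peaks and 5.94% of vehicle peaks, and at 3.35% of EGF-only sites against 2.81% of flanks. On HRG it was at 7.41% of peaks and at 8.62% (interval 8.15–9.11%) of HRG-only sites against 3.11% of flanks, and sites on both EGF and HRG had 8.35% against 3.09% of flanks.

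The paper states that the promoters bound only on growth factors belong preferentially to genes of processes that include receptor tyrosine kinase and integrin signalling. The genes of these families by symbol were at percentiles 63.3 and 33.4 of random lists. Within 10 kb of a start, the distance in the paper's pathway methods, they were at percentiles 87.3 and 90.4. Among peaks with P at most 1e-10, integrins reached percentile 98.1 and receptor tyrosine kinases 82.4. Any gene with a growth factor-induced site was then counted, whether or not it had a vehicle peak. Integrins reached percentile 95.9, or 99.4 within 10 kb of a start and 99.3 with P at most 1e-10. In this count receptor tyrosine kinases were at percentile 69.4, or 58.9 within 10 kb and 98.6 with P at most 1e-10. At common sites, integrins were at percentile 96.9, or 71.9 within 10 kb and 90.9 with P at most 1e-10. Both families, and this wider count for them, were added after the data were available.

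The paper places binding in resistant cells nearer to that on growth factors than to that of parental cells. Over called sites, the pSKBr3 list shared 44.6% of sites with the LRSKBr3 list, between HRG (47.5%) and EGF (43.0%). In lists of equal size the pSKBr3 list shared the most, 56.4%. With 50% of both peaks overlapping, both HRG (41.6%) and EGF (39.1%) were above pSKBr3 (36.0%), which is the order the paper gives, and vehicle (39.7%) was above EGF. Without promoter peaks, HRG (43.8%) and EGF (42.5%) were again above pSKBr3 (39.8%), and vehicle (41.8%) was below EGF. The pSKBr3 list was shorter there, with 17253 peaks against 31055 for HRG. With centres within 100 bp, only EGF (19.7%) and vehicle (21.8%) were above pSKBr3 (19.5%).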

Other observations

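The tests that matched peaks on score, the ERRE test of the vehicle-only sites, the promoter test of the LRSKBr3-only peaks, the division of the HRG-only sites into promoter and distal sites and the similarity without promoter peaks were chosen after the results they bear on had been seen; the tests of GC content were not.

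Growth factor-induced sites outnumbered vehicle-only sites in SKBr3 cells. An induced site needs a call on EGF or HRG, while a vehicle-only site must be missing from both. These definitions alone favour the induced class. EGF-only sites (5536) were fewer than vehicle-only sites (8445), and HRG-only sites (13888) were more. A vehicle list that misses weak sites is argued against as the whole cause of the induced class. At matched score, AP-1 was at 22.7% (interval 21.8–23.5%) of EGF peaks without a vehicle peak and 6.46% (interval 5.98–6.99%) of those with one. In the HRG list the corresponding shares were 12.4% and 7.34%. Vehicle-only sites carried the ERRE in 4.8% (interval 4.36–5.27%) against 0.249% of flanks, which argues against piled-up calls as their whole cause. A difference in depth may still account for a part of either class.

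HRG-only sites lay at promoters in 17.5% (interval 16.9–18.2%), against 3.41% of EGF-only sites and 16.5% of common sites. Recovery of open promoters without the motif is argued against as the whole cause of the class, since most of its sites lie elsewhere. At the 2434 HRG-only sites at promoters, 0.904% (interval 0.598–1.36%) carried the ERRE, with 0.349% in the flanks. This argues against such recovery as the whole cause of these sites too. Protein-coding starts without an SKBr3 peak within 1 kb had 0.0923%, with 0.251% in their flanks. Those starts were chosen for lacking a peak, which can itself lower their share, so they add nothing to the argument. Only 22 of the HRG-only promoter sites carried the word, and the share is below the 3.92% (interval 3.58–4.29%) of distal HRG-only sites. A large part of the promoter sites may therefore be recovered without the motif. Promoter binding through other factors was not tested, and an effect of HRG stays open.

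HRG-only sites were GC-rich and vehicle-only sites GC-poor. A GC preference that differs between the libraries is a candidate explanation. It predicts that strong vehicle peaks away from promoters lack an HRG peak more often where GC is low, and 14.8% of the GC-poorest group lacked one, against 2.65% of the GC-richest group. Strong HRG peaks lacked a vehicle peak in 11.9% (interval 10.7–13.2%) of the GC-poorest and 19.6% (interval 18.1–21.2%) of the GC-richest group. These shares show that the pattern holds among strong peaks. They largely restate it, so they cannot decide whether a GC preference is its cause. A move of the receptor to GC-rich sites on HRG, which the design names as a treatment, predicts the same shares and stays open.

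LRSKBr3-only sites outnumbered pSKBr3-only sites. At matched score, AP-1 was at 5.99% (interval 5.5–6.51%) of LRSKBr3 peaks without and 5.23% (interval 4.78–5.73%) with a pSKBr3 peak, a small difference on which nothing was based. The share at promoters was then examined: 11.8% (interval 11.1–12.5%) of LRSKBr3 peaks without a pSKBr3 peak lay at promoters, against 25.8% (interval 24.9–26.7%) of those with one, and the ERRE was at 6.7% and 8.22%. A lower promoter share was also seen in the BT-474 EGF list, at 1.4% of peaks without and 7.93% with a vehicle peak. In the SKBr3 HRG list the shares were 16.1% without and 15.8% with a vehicle peak. Since the share differs in this way between other lists too, it cannot decide whether missed weak sites are the whole cause. A promoter or GC preference of the pSKBr3 library, whose peaks had a mean GC content of 52.4%, stays open, as do effects of resistance and of lapatinib.

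The LRSKBr3 list was closer to HRG than to the other lists under most ways of counting. In lists of equal size pSKBr3 was closest (56.4%, against 50.6% for HRG), so the lead of HRG over pSKBr3 depends on list size. Without promoter peaks, the HRG list still shared 43.8% (interval 43.3–44.3%) of sites with the LRSKBr3 list. EGF then shared 42.5% (interval 42–43%) and vehicle 41.8% (interval 41.3–42.2%). The pSKBr3 list shared 39.8%, but it held 17253 peaks away from promoters against 31055 for HRG, so its place cannot be read from this comparison. With SKBr3 lists of equal size, HRG shared fewer sites without promoter peaks (17723) than EGF (18039) or vehicle (17811). Its share stayed highest because there were fewer sites in all (40472, against 42488 and 42647). These shares therefore cannot decide whether shared promoter sites are the whole cause of the lead over EGF and vehicle. In the full lists, HRG overlapped 61.3% (interval 60.8–61.8%) of LRSKBr3 peaks away from promoters, EGF 57.1% and vehicle 55.8%, but the HRG list is also the longest of these. With SKBr3 lists of equal size, HRG overlapped 57.1% (interval 56.6–57.7%) of these distal peaks, EGF 56.8% (interval 56.3–57.3%) and vehicle 55.8% (interval 55.2–56.3%), whereas at promoters HRG overlapped 68.3%, vehicle 48.4% and EGF 45.3%. The lead of HRG over EGF was then 4.48 points (interval 3.97–4.99) over all LRSKBr3 peaks and 0.33 points (interval -0.229 to 0.888) away from promoters. Promoter sites may therefore account for a large part or all of the lead over EGF. The lead over vehicle was 4.76 points (interval 4.2–5.32) over all LRSKBr3 peaks and 1.36 points (interval 0.738–1.98) away from promoters, so a part of it remained there. A GC preference shared by the LRSKBr3 and HRG libraries is a candidate explanation: of the GC-poorest group, with lists of equal size, HRG overlapped 48.2% (interval 47.3–49%), below vehicle (61.8%) and EGF (61.3%), and 52.3% with the full HRG list. Of the middle group HRG overlapped 58.3%, EGF 56.2% and vehicle 55.3%. Binding at GC-rich promoters in resistant and HRG-treated cells alike predicts the same and stays open.

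ERBB2 had no peak within 20 kb of a start in any of the 8 lists. In BT-474 cells, the strongest common sites by the HRG score were on chromosome 6 from 97344343 to 97347547 at NDUFAF4 and on chromosome 16 from 83376368 to 83378763 in CDH13, whose score is shared, so that 4 common sites stand at or above it. The strongest vehicle-only sites were on chromosome 11 from 64862652 to 64864527 at VPS51 and on chromosome 4 from 76153601 to 76163334, far from any protein-coding start.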
